# Autoreactive CD8 T cells in NOD mice exhibit phenotypic heterogeneity but restricted TCR gene usage

**DOI:** 10.26508/lsa.202201503

**Published:** 2022-06-06

**Authors:** Moujtaba Y Kasmani, Ashley E Ciecko, Ashley K Brown, Galina Petrova, Jack Gorski, Yi-Guang Chen, Weiguo Cui

## Abstract

Type 1 diabetes (T1D) is an autoimmune disorder defined by CD8 T cell–mediated destruction of pancreatic β cells. We have previously shown that diabetogenic CD8 T cells in the islets of non-obese diabetic mice are phenotypically heterogeneous, but clonal heterogeneity remains relatively unexplored. Here, we use paired single-cell RNA and T-cell receptor sequencing (scRNA-seq and scTCR-seq) to characterize autoreactive CD8 T cells from the islets and spleens of non-obese diabetic mice. scTCR-seq demonstrates that CD8 T cells targeting the immunodominant β-cell epitope IGRP_206-214_ exhibit restricted TCR gene usage. scRNA-seq identifies six clusters of autoreactive CD8 T cells in the islets and six in the spleen, including memory and exhausted cells. Clonal overlap between IGRP_206-214_–reactive CD8 T cells in the islets and spleen suggests these cells may circulate between the islets and periphery. Finally, we identify correlations between TCR genes and T-cell clonal expansion and effector fate. Collectively, our work demonstrates that IGRP_206-214_–specific CD8 T cells are phenotypically heterogeneous but clonally restricted, raising the possibility of selectively targeting these TCR structures for therapeutic benefit.

## Abstract (precis)

Paired scRNA-seq and scTCR-seq reveals that diabetogenic CD8 T cells in the islets and spleens of NOD mice exhibit phenotypic and clonal heterogeneity despite restricted TCR gene usage. Expression of certain TCR genes correlates with clonal proliferation and effector phenotype.

## Introduction

Type 1 diabetes (T1D) is an autoimmune condition that results in destruction of insulin-producing β cells in the pancreatic islets, thereby leaving affected patients dependent on exogenous insulin therapy (Bluestone et al, 2010). T1D is thought to be primarily mediated by T cells, with both CD4 and CD8 T cells involved in human disease and the non-obese diabetic (NOD) mouse model (Makino et al, 1980; Mullen, 2017). Over the last three decades, CD8 T cells have been studied more extensively in the context of chronic or relapsing inflammatory conditions such as chronic viral infections (Moskophidis et al, 1993; Zajac et al, 1998; Wherry et al, 2003), cancers (Ahmadzadeh et al, 2009; Siddiqui et al, 2019), and autoimmune conditions including T1D (McKinney et al, 2015; Long et al, 2016; Hu et al, 2020). Application of high-throughput sequencing, including single-cell RNA sequencing (scRNA-seq), to models of these various inflammatory states by our laboratory and others has shown previously unappreciated heterogeneity in the CD8 T-cell compartment, demonstrating the coexistence of progenitor-, effector-, and exhausted-like CD8 T cells in these conditions (He et al, 2016; Im et al, 2016; Chen et al, 2019, 2021; Hudson et al, 2019; Zander et al, 2019; Abdelsamed et al, 2020; Beltra et al, 2020; Sandu et al, 2020; Wiedeman et al, 2020; Zakharov et al, 2020; Ciecko et al, 2021; Connolly et al, 2021; Gearty et al, 2022).

Some works have suggested that an increased exhausted state, rather than a cytolytic effector state, in the CD8 T-cell compartment may be protective in autoimmune diseases (McKinney et al, 2015). In line with this, a recent study of T1D patients demonstrated a correlation between increased frequencies of TIGIT^+^ EOMES^+^ islet–specific CD8 T cells and slower disease progression (Wiedeman et al, 2020). These cells were found to exhibit an exhausted-like phenotype, similar to the increased expression of EOMES observed in exhausted CD8 T cells in murine models of chronic viral infection (Paley et al, 2012; Zander et al, 2019). Despite the important clinical impact and novel findings of this work, the data are limited as CD8 T cells were collected from peripheral blood, raising the question of whether CD8 T cells detected peripherally provide an accurate sampling of the autoreactive lymphocyte pool in the pancreatic islets.

Further investigation into the clonal landscape of CD8 T cells, in which a T-cell clone is defined as a group of T cells arising from the same naïve T cell and sharing the same unique T-cell receptor generated by V(D)J recombination (Oettinger et al, 1990), may provide further insight into the pathogenesis of insulitis. Mathematical estimates of TCR diversity have suggested that 10^15^–10^20^ unique TCRs are capable of being generated by random rearrangement (Davis & Bjorkman, 1988; Lieber, 1991), although individual organisms have far fewer naïve T cells in reality. Recent work from our laboratory using single-cell TCR sequencing (scTCR-seq) has demonstrated that virus-specific CD4 T cells during acute infection are highly clonally heterogeneous, with variable V(D)J gene usage detected and the vast majority of clones not shared among any of five mice studied (Khatun et al, 2021). However, CD8 T-cell clonal heterogeneity in the context of T1D remains understudied at the single-cell level. Given recent advancements in the use of high-throughput sequencing to better define T-cell phenotypes and clonotypes, and to build upon recent work from our laboratory and others demonstrating that islet-specific CD8 T cells are composed of self-renewing progenitor cells that give rise to effector cells (Ciecko et al, 2021; Gearty et al, 2022), we decided to investigate the phenotypic and clonal landscapes of CD8 T cells from the islets and spleens of prediabetic NOD mice using paired scRNA-seq and scTCR-seq with a particular focus on CD8 T cells targeting the immunodominant autoantigen IGRP_206-214_.

## Results

### Single-cell T-cell receptor sequencing reveals vast clonal heterogeneity among IGRP_206-214_–reactive CD8 T cells despite restricted TCR gene usage

To investigate the phenotypic and clonal landscapes of CD8 T cells in detail, we subjected CD8 T cells harvested from NOD mice to paired single-cell RNA sequencing (scRNA-seq) and single-cell T-cell receptor sequencing (scTCR-seq). We performed two independent experiments in which we harvested and pooled spleens and islets from 10 individual 10- to 15-wk-old prediabetic NOD females and sorted IGRP_206-214_ tetramer–positive CD8 T cells from both tissues as well as tetramer-negative CD8 T cells from islets (Figs 1A and S1A). 

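For the scTCR-seq data, the authors deposited the contig annotations that Cell Ranger made for 6 libraries, which came from tetramer-negative islet cells, tetramer-positive islet cells and tetramer-positive spleen cells in each of 2 rounds. Each group therefore held 2 libraries, each from a pool of 10 mice aged 10 to 15 wk, and no cell can be traced to a single mouse. In Rounds 1 and 2, contigs were listed for 5550 and 8495 barcodes of tetramer-negative islet cells, for 1011 and 1585 barcodes of tetramer-positive islet cells, and for 2959 and 2361 barcodes of tetramer-positive spleen cells. The median number of UMIs behind an α chain was between 2 and 4 per library, and the median behind a β chain was between 6 and 12. A cell was given a paired TCR where its barcode passed the scRNA-seq filters and carried exactly 1 productive α chain and exactly 1 productive β chain, since the paper's text does not name a rule for cells with further chains. A clone was a pair of α and β CDR3 nucleotide sequences, and clones of 1 cell in the libraries compared were left out where the paper left them out. Clones or libraries, not cells, were the units of every test. Shares of counts carry exact Clopper-Pearson 95% confidence intervals, which cover counting error only and not the differences between pools of mice. For 2 libraries against 2, the smallest p that a two-sided exact permutation test allows is 0.333. No comparison of libraries by that test could therefore reach 0.05. These choices, and the alternatives to them, were written down before the data were examined, apart from the alternatives named as added later.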

Performing TCR sequencing at the single-cell level allowed us to define T-cell clones based on paired TCR α and β chain complementarity determining region 3 (CDR3) sequences at the nucleotide level. This approach provides a strong definition of T-cell clonality as the CDR3 region, the most variable portion of the TCR and the region that directly contacts peptides presented on MHC (Cole et al, 2014), includes germline information from V(D)J genes as well as N nucleotides randomly inserted into the junctions between these genes. 

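In the deposited files, 24117 of 26818 barcodes passed the paper's limits on mitochondrial share and number of genes. Of these cells, 13667 had exactly 1 productive α and 1 productive β chain, a share of 56.7% (95% CI 56.0–57.3). The share in Rounds 1 and 2 was 46.5% and 61.4% in tetramer-negative islet cells, 55.9% and 74.5% in tetramer-positive islet cells, and 47.1% and 68.6% in tetramer-positive spleen cells, so the rounds differed by far more than counting error. A further 4862 cells had a productive β chain only and 599 cells an α chain only. The alternative that moved the share most dropped the scRNA-seq filters, which gave a pair in 14625 of 21961 barcodes with contigs (66.6%). When the chain with the most UMIs was kept in cells with extra chains, 14965 cells (62.1%) had a pair.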

Of 25,209 total CD8 T cells sequenced, we recovered paired TCR α and β chain sequences from 15,226 cells (60.4%).

**Figure 1.**
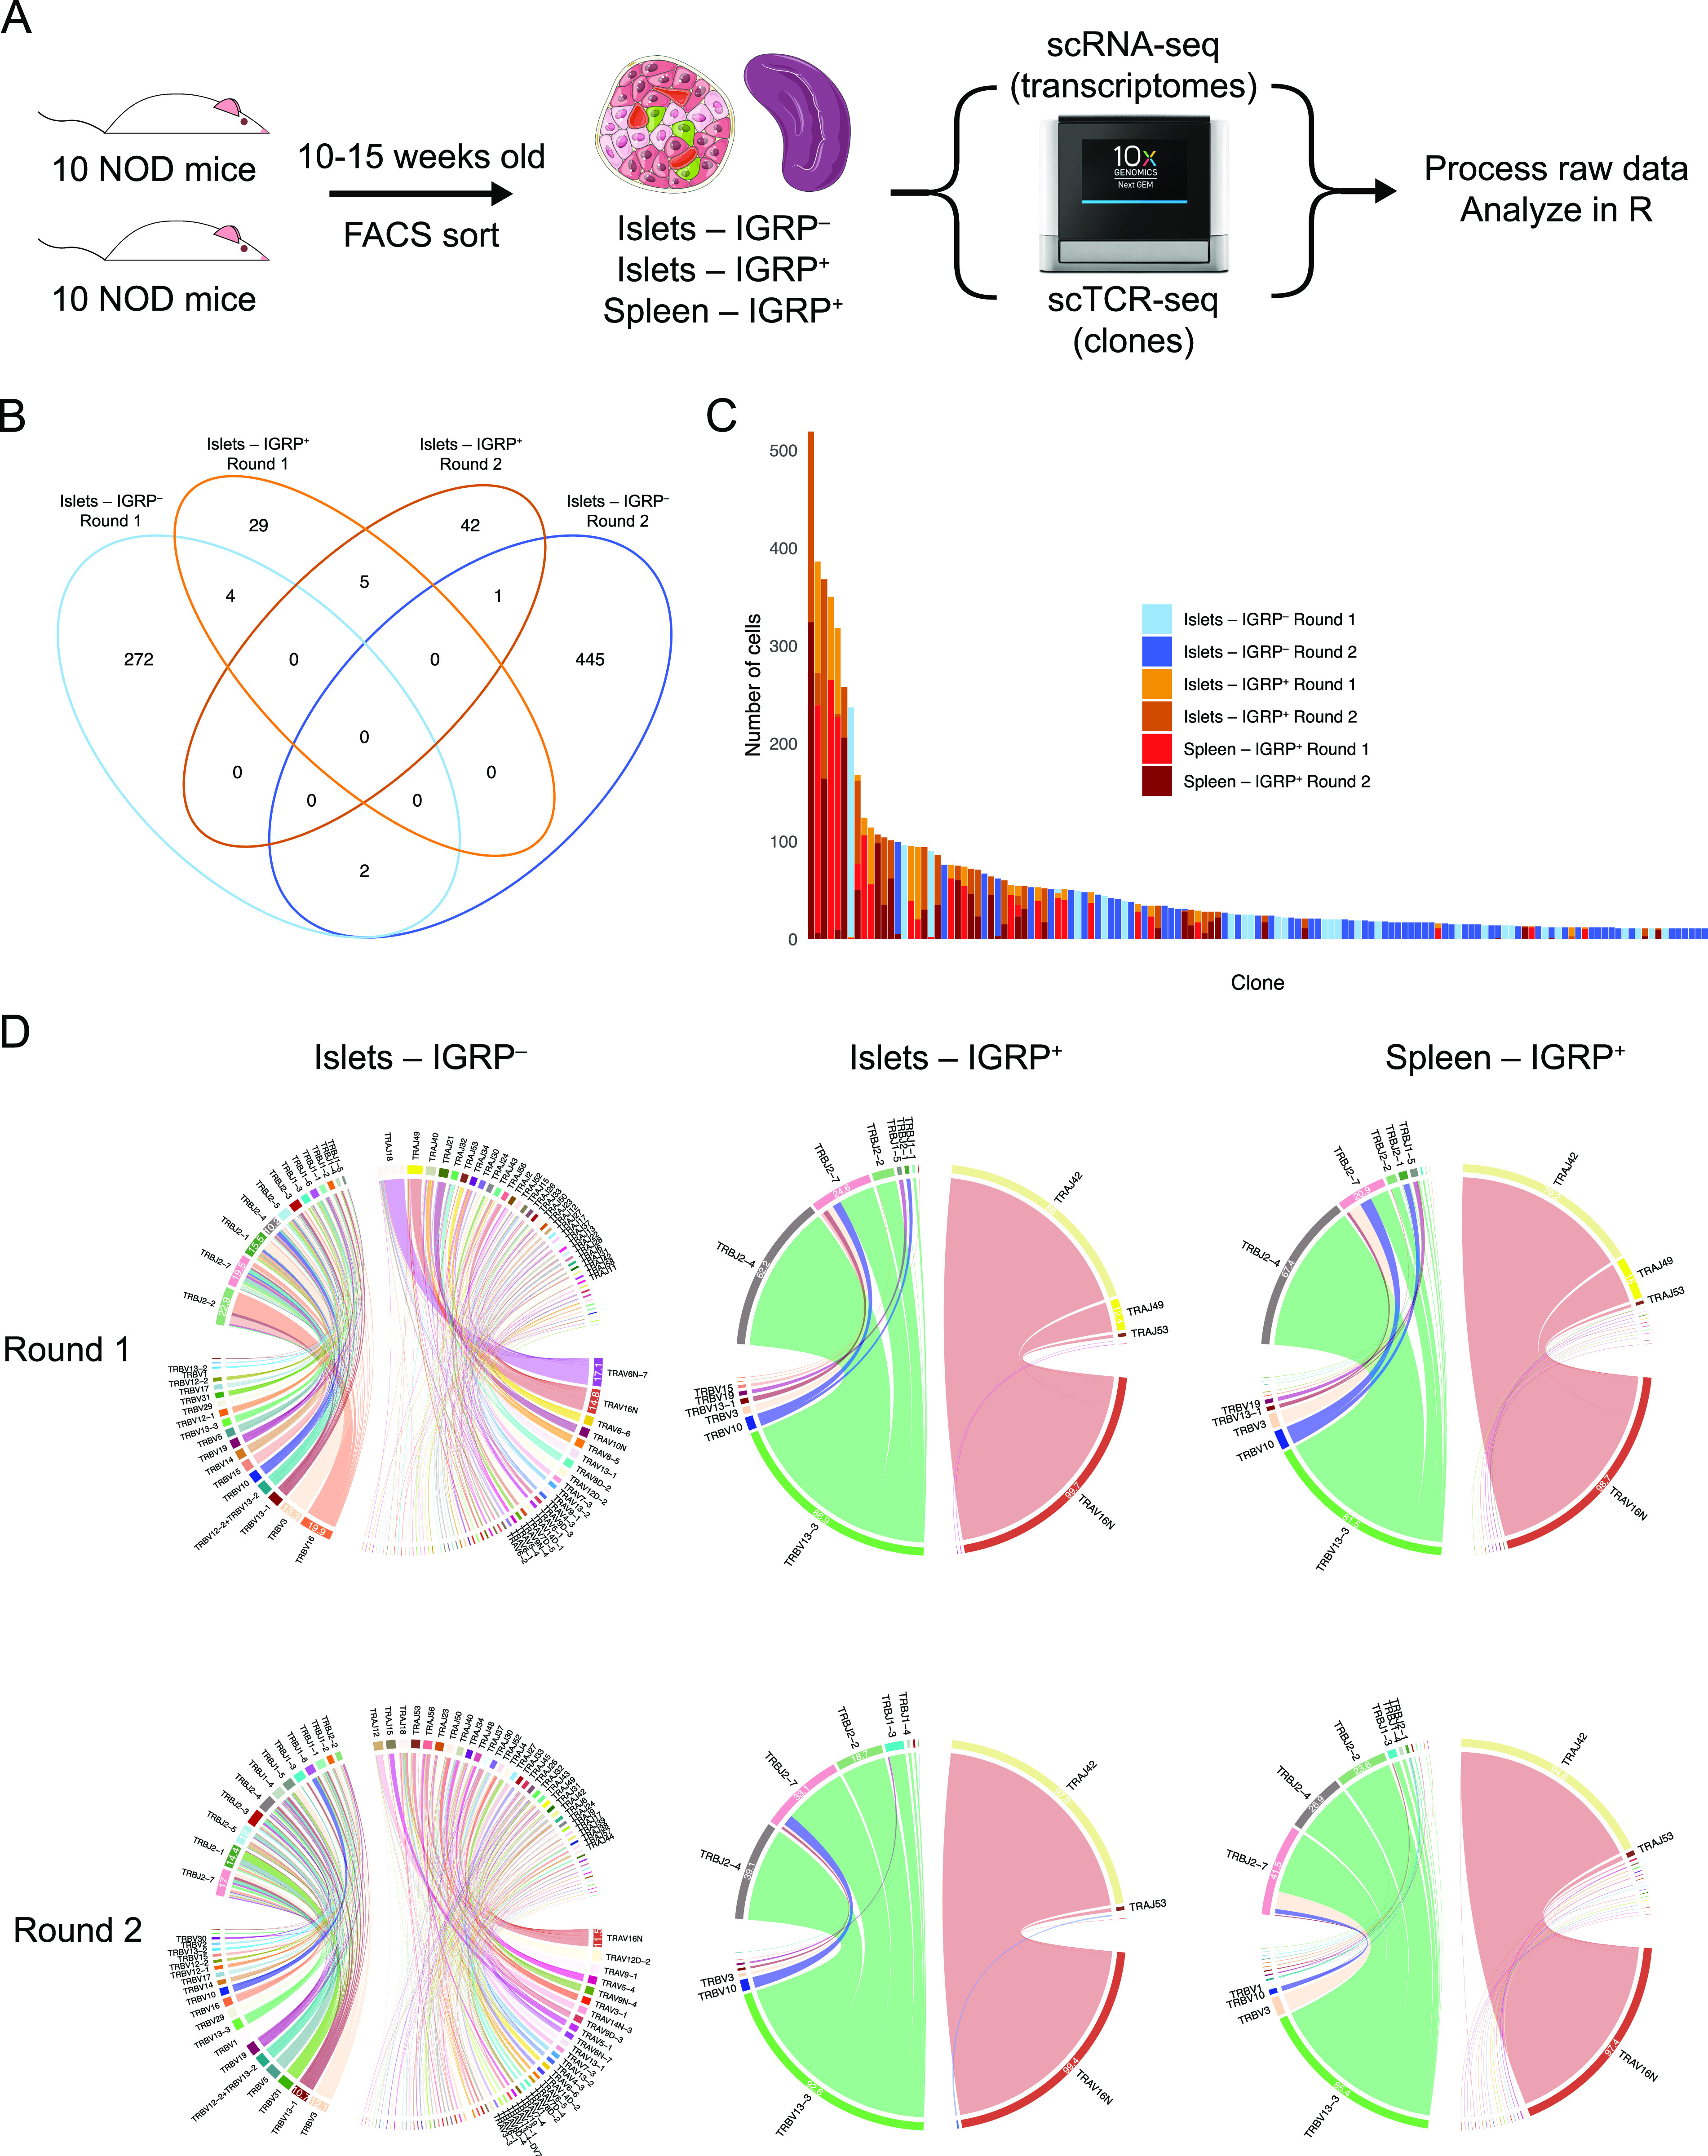
Single-cell T-cell receptor sequencing reveals vast clonal heterogeneity among IGRP_206-214_–reactive CD8 T cells despite restricted TCR gene usage. **(A)** Experimental design of paired scRNA-seq and scTCR-seq experiments performed on CD8 T cells isolated from the islets and spleens of non-obese diabetic mice. **(B)** Venn diagram showing clonal overlap among CD8 T cell clones isolated from islets. Clones are defined as groups of CD8 T cells sharing the same paired TCR α and β chain CDR3 nucleotide sequences. Singlet clones were excluded from this analysis as, by definition, they do not overlap between samples. **(C)** Bar plot showing size and sample origin of clones with at least 10 constituent cells. Each bar represents one clone, color denotes sample identity. **(D)** Chord diagrams showing V and J gene pairings within TCR α and β chains of IGRP_206-214_–reactive cells from islets and spleens and IGRP_206-214_–nonreactive cells from islets. Colors denote individual TCR genes, chord width correlates with frequency of cells using a gene. Gene usage frequencies are shown on the edge of each chord, with frequencies less than 10% not shown for visual clarity. TCR gene names are shown outside each chord, with genes used by less than 2% of cells not shown for visual clarity.

**Figure S1.**
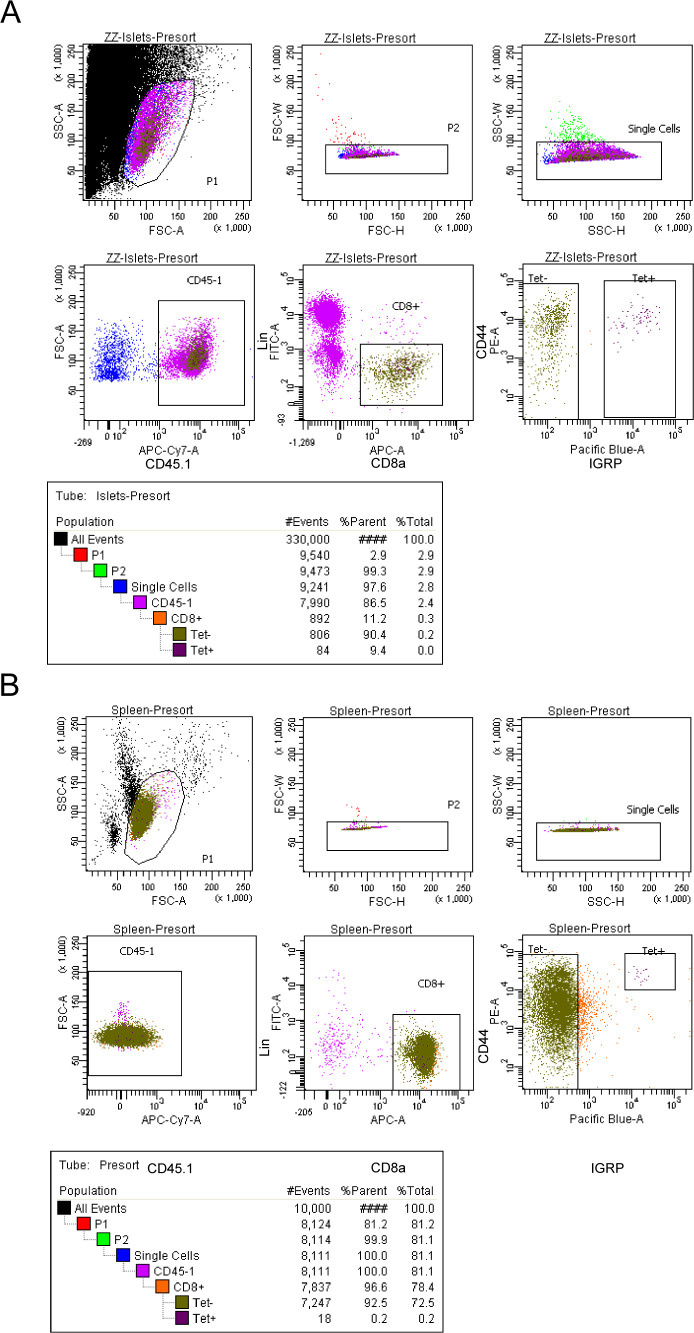
Sorting strategy for scRNA-seq experiments. **(A, B)** Representative flow plot from FACS sorting of islets (A) and spleen (B). Sorted samples were at least 90% pure. For islets, the “Tet−” and “Tet+” gates were collected, whereas for spleens, only the “Tet+” gate was collected. Splenocytes were enriched for CD8 T cells via negative selection before sorting. Lin: CD4, B220, and Cd11b.

We used a Venn diagram to compare overlap of clones with at least two constituent CD8 T cells recovered from the islets in each of our two experiments (Fig 1B). We defined a clone as a group of T cells sharing the same paired TCR α and β chain CDR3 nucleotide sequence. Five of 81 IGRP_206-214_ tetramer–positive islet clones were shared between the two groups of mice (6.2% overlap), as were two out of 724 IGRP_206-214_ tetramer–negative clones (0.3% overlap). 

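In the islets, 5 of 71 tetramer-positive clones of at least 2 cells were found in both rounds (7.04%, 95% CI 2.33–15.7), from 32 clones in Round 1 and 44 in Round 2. Among tetramer-negative clones, 1 of 639 was found in both rounds (0.157%, 95% CI 0.0040–0.869), from 239 and 401 clones. The shares differed by Fisher's exact test on clones (two-sided p = 4.86e-05). All 5 shared tetramer-positive clones used TRAV16N with TRAJ42, and they held 231 cells of Round 1 and 128 cells of Round 2. The shared tetramer-negative clone had 1 cell in Round 1 and 45 cells in Round 2. The alternative that moved the shares most kept singlet clones, with 5 of 94 tetramer-positive clones (5.32%) and 1 of 4985 tetramer-negative clones (0.0201%).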

A total of five clones were also shared between IGRP_206-214_ tetramer–positive and –negative cells within individual experiments, likely the result of inherent limitations to the accuracy of FACS sorting. 

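Of the clones shared between tetramer-positive and tetramer-negative islet cells, 4 were in Round 1 and 1 was in Round 2. Across rounds, 0 clones were found in tetramer-positive cells of one round and tetramer-negative cells of the other.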

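In tetramer-positive spleen cells, 38 clones of at least 2 cells were recovered in Round 1 and 57 in Round 2. Of the 91 different clones, 4 were found in both rounds (4.396%, 95% CI 1.21–10.9). With singlet clones kept, the shared clones were 0.792% of all spleen clones.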

When examining clones isolated from the spleen, we found four of 111 clones shared between experiments (3.6% overlap) (Fig S2A). However, when clones from islets and spleens were combined, we found that only seven of 840 clones were shared between the two groups of 10 pooled mice (0.8% overlap) (Fig S2B). Moreover, if the same group of cells was analyzed with clones being defined using only TCR α or TCR β chain CDR3 nucleotide sequences, rather than paired CDR3 sequences, higher frequencies of overlapping clones (23/740 = 3.1% overlap and 11/784 = 1.4% overlap, respectively) were found (Fig S2B), thus emphasizing the increased resolution afforded by scTCR-seq compared to bulk TCR sequencing. These data suggest that clonal overlap of autoreactive CD8 T cells between any two genetically identical NOD mice is extremely low; this validates mathematical predictions of V(D)J recombination diversity (Davis & Bjorkman, 1988; Lieber, 1991), which suggest that 10^15^ to 10^20^ TCRs may be randomly generated by an organism, and our laboratory’s prior work on CD4 T-cell clonal diversity in acute viral infection (Khatun et al, 2021). 

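Across islet and spleen libraries, 6 of 750 paired clones were found in both rounds (0.80%, 95% CI 0.294–1.73).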

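With the α chain alone, counted over all cells with a paired TCR, 108 of 812 non-singlet sequences were found in both rounds (13.3%, 95% CI 11.0–15.8). With the β chain alone, 23 of 757 were (3.04%, 95% CI 1.94–4.52). Both shares were above that of paired clones by Fisher's exact test, with two-sided p = 4.89e-25 for the α chain and p = 0.0021 for the β chain. The same cells enter each share, and a paired clone found in both rounds also counts for each chain alone. The shares compared are thus not independent. The alternative that moved these shares most kept singlets, which gave 2.10% for the α chain and 0.427% for the β chain. In an alternative added after the values were seen, only the cells of non-singlet paired clones were counted. The α chain then gave 21 of 664 (3.16%), and the β chain gave 10 of 718 (1.39%), which no longer differed from paired clones (Fisher's exact p = 0.321).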

Despite a relatively high level of diversity, there was higher clonal overlap between IGRP_206-214_–reactive clones compared with other CD8 T-cell clones, as visualized by an UpSet diagram of clonal overlap (Fig S2C). 

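Clones were also compared between every pair of libraries, counting those with at least 2 cells in either library of the pair. The tetramer-positive islet libraries of the 2 rounds shared 5 clones, 13.2% of the smaller library's 38 clones, and the tetramer-positive spleen libraries shared 4, or 8.33% of 48. Tetramer-positive islet cells of Round 1 and spleen cells of Round 2 had 4 clones in common, and so did the reverse pair. The tetramer-negative islet libraries shared 1 clone, 0.415% of the 241 clones of Round 1. Within a round, tetramer-negative islet cells shared 10 clones with tetramer-positive spleen cells, 20.8% of the smaller library in Round 1 and 15.9% in Round 2. Across rounds these groups shared 0 clones.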

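In Round 1, 31 of 37 non-singlet tetramer-positive islet clones were also recovered from the spleen of that round (83.8%, 95% CI 68.0–93.8), and in Round 2 the count was 35 of 47 (74.5%, 95% CI 59.7–86.1). These clones held 94.6% of the islet cells counted in Round 1 and 96.0% of those in Round 2. The spleen of the other round, which came from separate mice, held 10.8% of the Round 1 clones and 8.51% of the Round 2 clones, a difference far outside the counting intervals. In cells, the overlap with the other round was 33.2% for Round 1 and 10.6% for Round 2.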

Of note, there is a large number of the same IGRP_206-214_–reactive clones present in both islets and spleens in each of the two experiments, suggesting continuous trafficking between islets and peripheral lymphoid organs.

**Figure S2.**
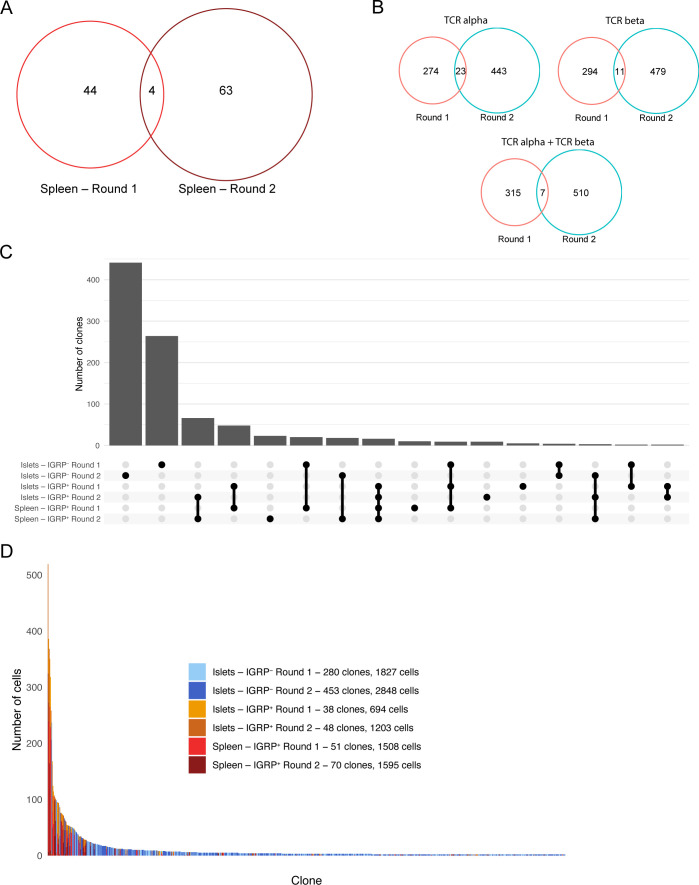
Clonal distribution and overlap of diabetogenic CD8 T cells. **(A)** Venn diagram showing clonal overlap of spleen clones from two experiments. Singlet clones were excluded from this analysis. **(A, B)** As in (A), but showing all non-singlet clones from each experiment. Clones are defined using CDR3 nucleotide sequences from the TCR α chain only (top left), TCR β chain only (top right), or both chains paired at the single-cell level (bottom). **(C)** UpSet diagram showing clonal overlap among all combinations of samples. **(D)** Bar plot showing size and sample origin of clones with at least two constituent cells. Each bar represents one clone, color denotes sample identity. Clone and cell counts shown in the legend are restricted to non-singlet clones.

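Most tetramer-positive cells with a paired TCR belonged to clones of at least 2 cells in their library. The share was 98.2% in Round 1 and 98.8% in Round 2 in islets, and 84.8% and 90.3% in spleen. Among tetramer-negative islet cells it was 53.6% and 46.0%. The 5 largest clones of each library held 62.9% and 51.3% of tetramer-positive islet cells in Rounds 1 and 2, 53.2% and 51.1% of spleen cells, and 16.7% and 6.44% of tetramer-negative islet cells. In both measures every tetramer-positive library lay above both tetramer-negative libraries.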

IGRP_206-214_ tetramer–positive CD8 T cells, both in the islets and in the spleen, also exhibited high levels of clonal expansion compared with tetramer-negative cells (Fig 1C). When examining clones with at least two constituent cells, an average tetramer-positive clone consisted of ∼24 cells, whereas an average tetramer-negative clone consisted of approximately six cells (Fig S2D). Despite this, we still detected several large IGRP_206-214_ tetramer–negative clones, including one clone with more than 200 cells and nine clones with more than 50 cells. These data reinforce the fact that although IGRP is the major autoantigen in the islets in NOD mice during the progression of T1D (Lieberman et al, 2003; Trudeau et al, 2003), multiple epitopes such as insulin and glutamate decarboxylase are targeted by CD8 T cells in both NOD mice and human T1D patients (Amdare et al, 2021).

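Counted over both rounds and tissues of a group, 113 tetramer-positive clones of at least 2 cells had a mean of 42.2 cells (SD 85.9, median 7). The 638 tetramer-negative clones had a mean of 6.47 cells (SD 13.4, median 3). The difference of 35.7 cells had a two-sided p of 1.00e-05 in a permutation test on clones, the smallest p that 100000 permutations allow. With each round left out in turn, the difference stayed between 32.1 and 36.6 cells. Within single libraries the mean was 22.0 and 27.4 cells in tetramer-positive islet cells of Rounds 1 and 2, 37.1 and 26.4 cells in spleen, and 6.76 and 6.29 cells in tetramer-negative islet cells. An alternative added after the values were seen counted a clone once in each library that held it. It moved the tetramer-positive mean most, to 24.4 cells over 196 entries against 6.39 cells over 647 tetramer-negative entries. These entries include libraries in which a clone had only 1 cell. The 168 tetramer-positive entries used below for motifs and J genes do not.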

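Among tetramer-negative clones, 9 had more than 50 cells and 1 had more than 200. The largest held 232 cells and used TRAV6N-7 with TRAJ18 and TRBV16 with TRBJ2-2. The next had 96 cells (TRAV5-1 with TRAJ15 and TRBV1 with TRBJ1-3) and 90 cells (TRAV16N with TRAJ49 and TRBV15 with TRBJ2-2). The clones with 232 and 96 cells were also found among tetramer-positive spleen cells of their round. Such a clone can count in both groups. Among tetramer-positive clones, 27 had more than 50 cells and 6 more than 200, and the largest held 516 cells, 193 from islets and 323 from spleen of Round 2.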

Intrigued by our findings that autoreactive CD8 T-cell clones exhibit low level of clonal overlap between organisms, we used chord diagrams to visualize V-J gene pairings of CD8 T cells recovered from the islets. D genes were excluded from this analysis as these are only found in the TCR β chain and the mouse genome only contains two D genes (TRBD1 and *TRBD2*). Although we expected to see highly variable V-J gene pairings similar to what we previously observed in CD4 T cells in the setting of acute viral infection (Khatun et al, 2021), we found different trends between IGRP_206-214_–reactive and –nonreactive CD8 T cells (Fig 1C). 

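The V-J pairs of tetramer-negative islet cells were counted per library over its 2992 and 5483 cells with a paired TCR. The α chains used 902 different V-J pairs in Round 1 and 1303 in Round 2, and the most frequent 82 and 129 of these held 50% of cells. Their Shannon entropy, taken from 673 cells drawn from each library so that depth did not set it, was 7.72 bits in Round 1 and 8.24 bits in Round 2. The β chains used 217 and 234 pairs, with an entropy of 6.68 and 6.99 bits. The most frequent α pair took 7.75% of cells in Round 1 and 2.01% in Round 2.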

IGRP_206-214_–nonreactive (tetramer-negative) CD8 T cells from the islets exhibited highly diverse V-J gene pairings in the TCR α and β chain in both experiments, as expected (Fig 1D). However, IGRP_206-214_–reactive (tetramer-positive) cells had highly restricted V-J pairings in both the TCR α and β chains. Specifically, over 99% of these cells used TRAV16N and 86–92% of total cells paired this V gene with TRAJ42 to form a TCR α chain. 

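Tetramer-positive islet cells used 6 α V-J pairs in each round, and 1 pair held more than 50% of cells in both. The entropy of α pairs was 0.698 bits in Round 1 and 0.151 bits in Round 2, and that of β pairs was 1.90 and 2.29 bits. The mean entropy lay 7.56 bits below that of tetramer-negative islet cells for the α chain and 4.74 bits below for the β chain, and both tetramer-positive libraries lay below both tetramer-negative ones (exact permutation p = 0.333, the smallest the design allows). Counting each clone once gave −4.42 bits for the α chain and −1.91 bits for the β chain. These are not comparable in size, since that setting drew 42 clones per library in place of 673 cells, and the tetramer-negative α entropies of 5.336 and 5.345 bits lay close to the most that 42 draws can give. In spleen the α entropy was 2.27 and 1.29 bits, and the β entropy 2.89 and 3.15 bits. Noting clonal diversity beside this restricted gene usage, the paper hypothesizes that most IGRP_206-214_–reactive TCRs would bear similar sequences.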

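Trav16n (ENSMUSG00000076822) lies on chromosome 14 of GRCm38 from 53351028 to 53351621, and Traj42 (ENSMUSG00000076888) on the same chromosome from 54175773 to 54175836. TRAV16N was used by 670 of 673 tetramer-positive islet cells in Round 1 (99.6%) and 1187 of 1191 in Round 2 (99.7%), against 13.2% and 11.8% of tetramer-negative islet cells. TRAV16N was joined to TRAJ42 in 91.8% ± 8.99 (SD, n = 2 libraries) of tetramer-positive cells, with 85.4% in Round 1 and 98.2% in Round 2, and in 0.400% ± 0.0493 (SD, n = 2) of tetramer-negative cells. This difference of 91.4 percentage points was larger than the spread between rounds, with an exact permutation p of 0.333. Among the tetramer-negative cells that used TRAV16N, 3.28% and 3.09% had TRAJ42. The second α pair of tetramer-positive islet cells in Round 1 was TRAV16N with TRAJ49, with 86 cells (12.8%). The alternative that moved the difference most counted clones in place of cells and gave 83.6 percentage points.

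**Figure D1:**
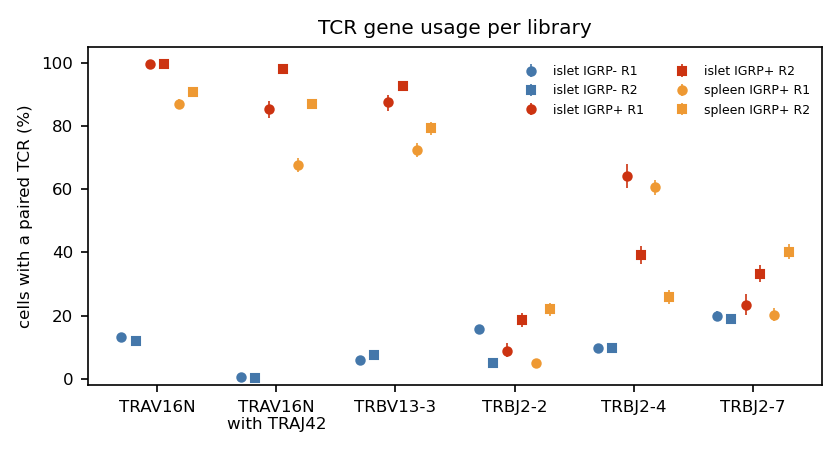
Share of cells with a paired TCR that used each gene or gene pair, in percent, for the 6 libraries (blue, tetramer-negative islet cells; red, tetramer-positive islet cells; orange, tetramer-positive spleen cells; circles, Round 1; squares, Round 2; bars, exact Clopper-Pearson 95% confidence intervals). Tetramer-positive libraries lie above both tetramer-negative libraries for TRAV16N, TRAV16N with TRAJ42 and TRBV13-3, while the use of TRBJ2-2 overlaps.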

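Trbv13-3 (ENSMUSG00000076470) lies on chromosome 6 of GRCm38 from 41130147 to 41130585, and was used by 87.5% of tetramer-positive islet cells in Round 1 and 92.7% in Round 2. The mean of 90.1% ± 3.66 (SD, n = 2 libraries) compared with 6.63% ± 1.15 (SD, n = 2) in tetramer-negative islet cells. The J genes Trbj2-2 (ENSMUSG00000076493), Trbj2-4 (ENSMUSG00000076495) and Trbj2-7 (ENSMUSG00000076497) lie on the same chromosome between 41542957 and 41543856. Together they were used by 93.6% ± 3.85 (SD, n = 2) of tetramer-positive cells and 39.8% ± 8.20 (SD, n = 2) of tetramer-negative cells. Each of these differences had an exact permutation p of 0.333. Taken singly, TRBJ2-4 was used by 64.2% and 39.1% of tetramer-positive cells in Rounds 1 and 2 against a mean of 9.86%, and with a round left out its difference was 29.3 or 54.3 percentage points. TRBJ2-7 was used by 23.3% and 33.2% against a mean of 19.5%, and its difference of 8.75 percentage points ranged from 3.38 to 14.1. Counting each clone once changed the order of these genes, with differences of 26.6 percentage points for TRBJ2-7 and 17.4 for TRBJ2-4, so the lead of TRBJ2-4 among cells rested on large clones. For TRBJ2-2 the mean difference of 3.23 percentage points had opposite signs in the rounds, −7.01 in Round 1 and 13.5 in Round 2, and counting clones gave −1.71, so no difference was shown.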

Approximately 90% of tetramer-positive cells expressed TRBV13-3 and more than 90% used either TRBJ2-4, TRBJ2-7, or TRBJ2-2 for the β chain J gene. 

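In tetramer-positive spleen cells, TRAV16N was used by 87.1% of paired cells in Round 1 and 90.7% in Round 2, and TRAJ42 by 68.0% and 87.4%. The pair of these genes formed the α chain in 67.7% and 86.99% of cells. TRAV16N with TRAJ49 was found in 267 of 1660 spleen cells of Round 1 (16.1%). TRBV13-3 was used by 72.5% and 79.3%, and TRBJ2-2, TRBJ2-4 or TRBJ2-7 by 85.7% and 87.9%. In an alternative added after the values were seen, only clones of at least 2 cells were counted. The mean over both spleen libraries then rose to 98.3% for TRAV16N, 86.9% for TRAJ42, 84.1% for TRBV13-3 and 93.0% for the 3 J genes.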

Similar trends were found in tetramer-positive CD8 T cells recovered from the spleen, with more than 97% of cells expressing TRAV16N; 79–94% TRAJ42; 81–85% TRBV13-3; and 90–92% TRBJ2-4, TRBJ2-7, or TRBJ2-2.

### Single-cell RNA sequencing elucidates the phenotypic heterogeneity of diabetogenic CD8 T cells in the islets and spleen

To investigate the phenotypes of CD8 T cells in T1D we performed scRNA-seq of the IGRP_206-214_ tetramer–positive and tetramer-negative CD8 T cells isolated from the islets and spleens of NOD mice. 

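For the scRNA-seq data, the authors deposited a matrix of raw UMI counts for each of 6 libraries, made by Cell Ranger on the mm10 reference and not normalized. The filters of the paper were applied first, with under 5% mitochondrial UMIs and between 200 and 3500 genes per islet cell or between 200 and 2000 per spleen cell. They kept 6429 of 7302 and 8932 of 9877 tetramer-negative islet cells in Rounds 1 and 2, 1204 of 1373 and 1598 of 1889 tetramer-positive islet cells, and 3524 of 3708 and 2430 of 2669 tetramer-positive spleen cells. The kept cells held 29153324 and 40469961 UMIs in tetramer-negative islet cells, 5880696 and 7980997 in tetramer-positive islet cells, and 9607921 and 6907642 in spleen. The median number of UMIs per cell was between 3793 and 4217 in the islet libraries and was 2590 and 2765 in the spleen libraries, with a median of 1152 to 1733 genes. Islet and spleen cells were normalized with sctransform, integrated and clustered separately with the settings that the paper names, at a Louvain resolution of 0.8, which the paper's text does not name. A cluster took a name of the paper where at least 3 genes of that name's marker list, and the list's mean, were at least 25% above the other cells of the tissue after 10 CPM (counts scaled to an equal total) were added, unless its 10 leading genes pointed to another list. The lists were set before the data were examined, while the rule that joins them to clusters was completed after the clusters were seen. For tests between groups, counts were summed per library and compared with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over the genes tested and without a term for the round.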

To prevent overfitting phenotypes, sctransform integration and dimensionality reduction using Seurat’s UMAP algorithm was performed separately on samples from islets and spleens (see the Materials and Methods section). Analysis of integrated tetramer-positive and tetramer-negative cells from the islets revealed six clusters (Fig 2A). Identities of these CD8 T-cell clusters were determined using differentially expressed genes (Fig 2B). 

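Clustering of the islet cells gave 19 clusters, of which 14 met the rule for a CD8 T cell phenotype in the paper. These were 5 bystander, 3 effector, 2 progenitor, 2 mitotic, 1 recently activated and 1 anergic cluster. A further 207 cells with exocrine genes and 26 myeloid cells were left out as not CD8 T cells, and 3 clusters with 17.5% of cells met no list. At a resolution of 0.4 there were 14 clusters with 9 named, and at 1.2 there were 24 with 15 named, none of which was progenitor or anergic. Placing the tetramer-positive libraries first in the integration, an order chosen after seeing the data, left 11 clusters named and none of them progenitor, and 35.6% of cells met no list. The progenitor name therefore depended on choices that carry no biology.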

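Expression in islet clusters was taken as CPM of the summed counts of each library and averaged over the 4 islet libraries, and no test was run because the clusters were themselves defined by expression. Cd44 (ENSMUSG00000005087, chromosome 2 of GRCm38 from 102811141 to 102901665) was lowest in bystander cells, with 79.7 ± 64.3 CPM (SD, n = 4) against a mean of 129 CPM over the other named clusters. Tcf7 (ENSMUSG00000000782, chromosome 11, 52252371 to 52283014) reached 173 ± 22.0 CPM (SD, n = 4) in progenitor cells against 105.7 CPM, and bystander cells were close behind with 167 CPM. Slamf6 (ENSMUSG00000015314, chromosome 1, 171917515 to 171953170) reached 121 ± 27.9 CPM (SD, n = 4) in progenitor cells against 67.3 CPM.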

Bystander cells expressed *Sell* (encodes L-selectin) and had the lowest expression of *Cd44*; progenitor cells expressed *Tcf7* and *Slamf6* (encodes Ly108). Effector cells expressed the cytotoxic molecule *Gzmb*, the chemokine receptor *Cxcr6*, and coinhibitory receptors associated with T-cell exhaustion such as *Pdcd1* (encodes PD-1) and *Lag3*. 

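Gzmb (ENSMUSG00000015437, chromosome 14 of GRCm38 from 56258838 to 56262260) had 686 ± 135 CPM (SD, n = 4 libraries) in effector cells against a mean of 92.3 CPM in the other named islet clusters. For Cxcr6 (ENSMUSG00000048521, chromosome 9, 123806475 to 123811760) the values were 1104 ± 326 CPM (SD, n = 4) against 285 CPM. Pdcd1 (ENSMUSG00000026285, chromosome 1, 94038305 to 94052553) was highest in effector cells with 739 ± 204 CPM (SD, n = 4) against 484 CPM, and Lag3 (ENSMUSG00000030124, chromosome 6, 124904361 to 124911705) with 519 ± 169 CPM (SD, n = 4) against 287 CPM. These SDs span both tetramer groups and so include the difference between them.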

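Cd69 (ENSMUSG00000030156, chromosome 6 of GRCm38 from 129267325 to 129275436) had 730 ± 256 CPM (SD, n = 4 libraries) in the recently activated cluster and a mean of 210 CPM in the other named islet clusters. Nr4a1 (ENSMUSG00000023034, chromosome 15, 101254269 to 101274795) had 828 ± 119 CPM (SD, n = 4) there against 132 CPM elsewhere.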

Recently activated CD8 T cells were identified by high expression of *Cd69*, an early marker of T-cell activation (Yokoyama et al, 1988), and *Nr4a1* (encodes Nur77, a transcription factor [TF] downstream of TCR signaling) (Moran et al, 2011). 

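Top2a (ENSMUSG00000020914, chromosome 11 of GRCm38 from 98992943 to 99024189) had 198 ± 37.2 CPM (SD, n = 4 libraries) in the mitotic clusters of the islets and a mean of 47.9 CPM in the other named clusters.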

Mitotic cells highly expressed *Top2a* (encodes DNA topoisomerase II alpha). Finally, anergic cells up-regulated *Cblb* (encodes a ubiquitin kinase that inhibits TCR signaling) (Bachmaier et al, 2000; Chiang et al, 2000; Jeon et al, 2004); *Itpkb* (encodes inositol triphosphate 3 kinase beta), which restrains T-cell cytokine production (Pouillon et al, 2013) and inhibits thymic TCR signaling (Westernberg et al, 2016); and *Dgka* (encodes diacylglycerol kinase alpha), a kinase that inhibits TCR signaling to promote anergy (Olenchock et al, 2006).

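Cblb (ENSMUSG00000022637, chromosome 16 of GRCm38 from 52031225 to 52208048) had 567 ± 238 CPM (SD, n = 4 libraries) in the anergic cluster against a mean of 296 CPM in the other named islet clusters. Itpkb (ENSMUSG00000038855, chromosome 1, 180330485 to 180424802) had 422 ± 212 CPM (SD, n = 4) against 207 CPM. Dgka (ENSMUSG00000025357, chromosome 10, 128720134 to 128744855) had 215 ± 84.8 CPM (SD, n = 4), only slightly above recently activated cells with 205 CPM. All 3 genes were highest in the anergic cluster, although the libraries differed widely. Cells of this cluster had a median of 2651 UMIs, below the 3343 to 9546 of the other named clusters, and 2.98% mitochondrial UMIs.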

**Figure 2.**
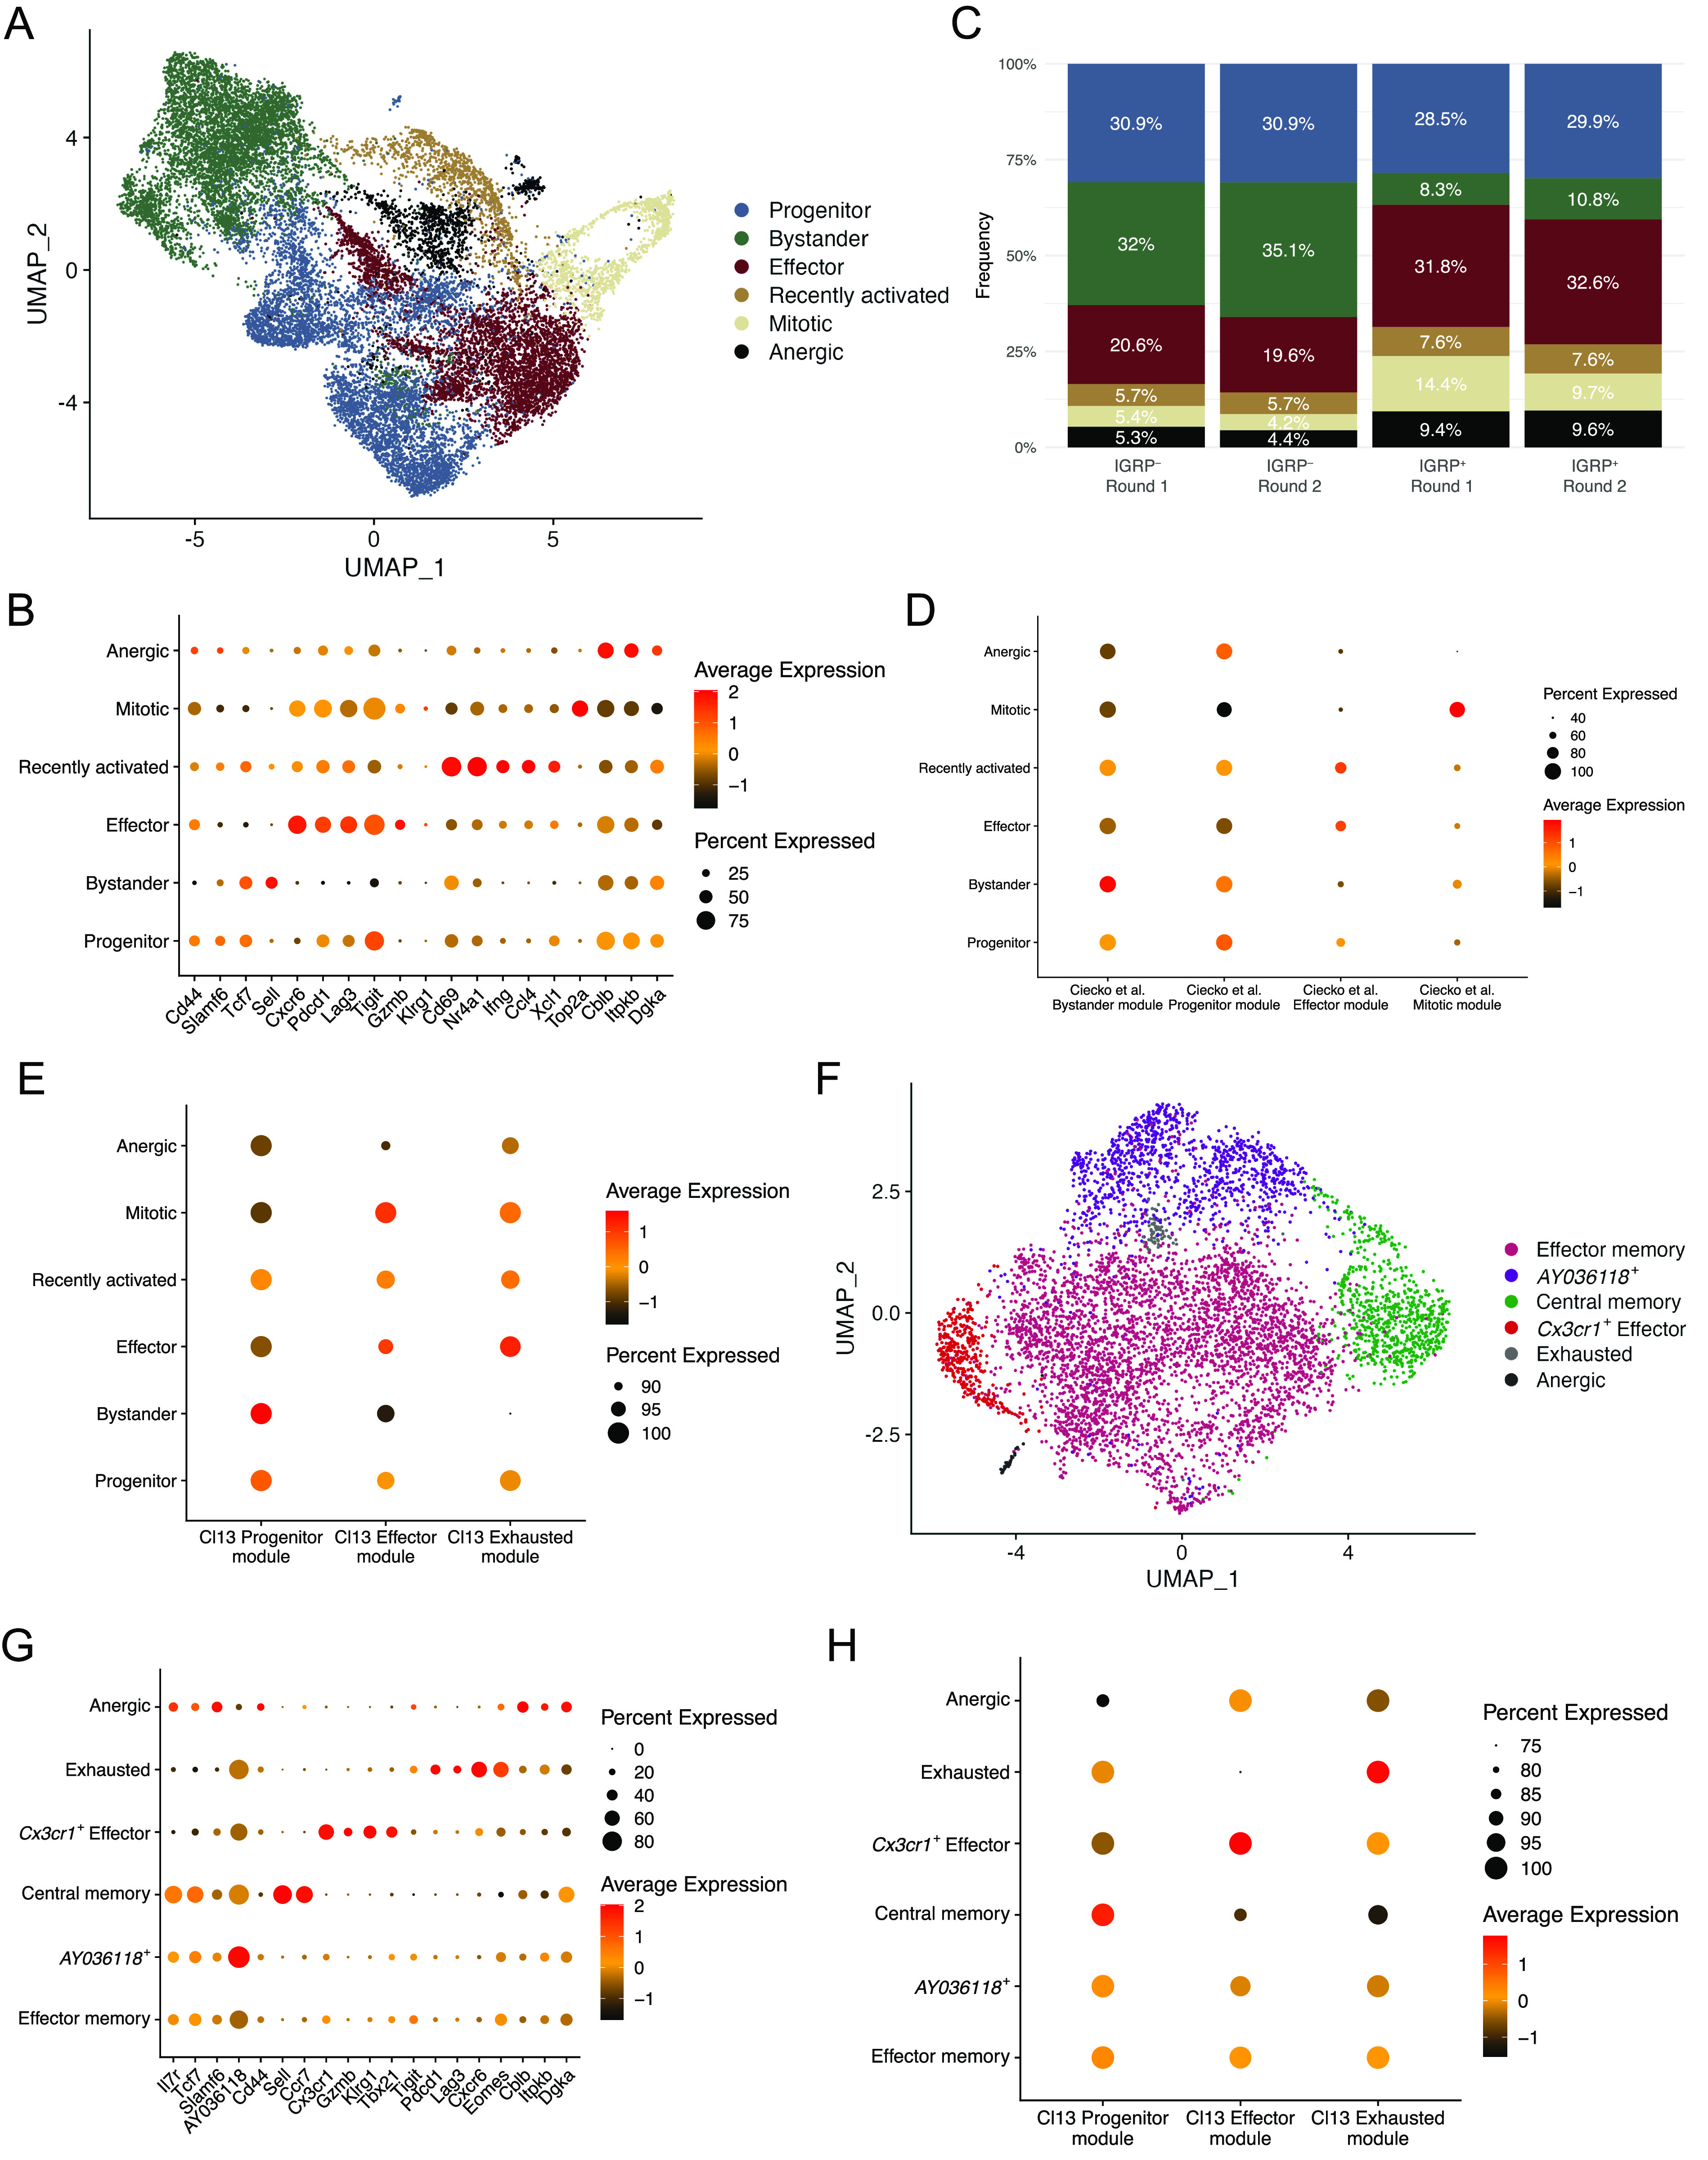
Single-cell RNA sequencing elucidates the phenotypic heterogeneity of diabetogenic CD8 T cells in the islets and spleen. **(A)** UMAP plot showing cluster identities of individual CD8 T cells isolated from islets. Each dot represents one cell, colors denote cluster identity as determined by unsupervised clustering. **(B)** Dot plot showing expression of key marker genes among different CD8 T-cell clusters from islets. Dot size indicates the frequency of cells in a cluster expressing a particular gene, dot colors denotes average expression of that gene. **(C)** Bar graph showing islet cluster distribution frequencies of each sample. **(A)** Colors correspond to the clusters shown in (A). **(A, D)** Dot plot showing module scores within each cluster from (A) of the top 100 differentially expressed genes in the four CD8 T cell clusters previously identified in non-obese diabetic islets (Ciecko et al, 2021). **(D, E)** As in (D), but using the top 100 differentially expressed genes among previously identified splenic CD8 T cell clusters from LCMV Clone 13 infection (Zander et al, 2019). **(A, F)** As in (A), but showing IGRP_206-214_–reactive CD8 T cells isolated from spleens of non-obese diabetic mice. **(B, G)** As in (B), but showing gene expression among CD8 T cell clusters from spleen. **(E, H)** As in (E), but showing CD8 T cell clusters from spleens.

We also examined the relative frequencies of these clusters in islet tetramer-positive and -negative samples and found that bystander cells were enriched in tetramer-negative samples in both independent experiments (Figs S3A and 2C). Conversely, effector, mitotic, and anergic cells were enriched in tetramer-positive samples in both experiments. These data suggest that IGRP_206-214_–reactive effector CD8 T cells dominate the islet autoimmune response at 10–15 wk of age in NOD mice as they are more proliferative and able to adopt a cytotoxic phenotype. These cells may also be more prone to developing an anergic phenotype as a result of overstimulation. 

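Bystander cells made up 34.6% and 39.7% of tetramer-negative islet cells in Rounds 1 and 2, and 8.37% and 13.5% of tetramer-positive islet cells. The mean share was 10.9% ± 3.63 (SD, n = 2 libraries) in tetramer-positive samples and 37.1% ± 3.64 (SD, n = 2) in tetramer-negative samples. The difference of −26.2 percentage points was the same in both rounds and far larger than the spread within a group, with an exact permutation p of 0.333, the smallest for 2 against 2. When the marker genes were left out of the clustering, an alternative added after the data were seen, the difference was −27.9 percentage points.

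**Figure D2:**
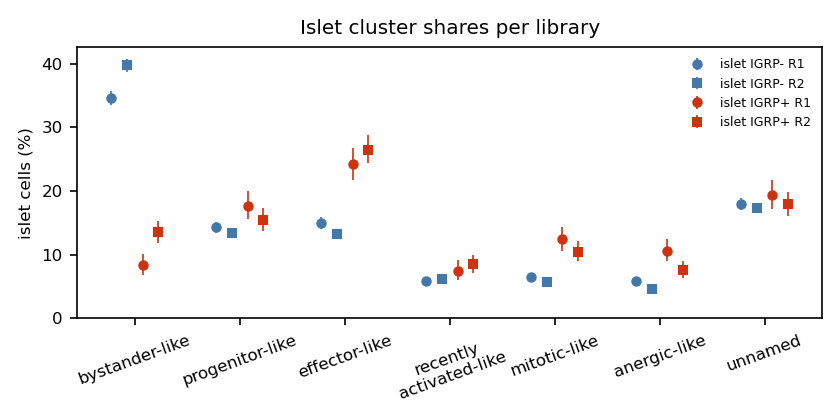
Share of the islet CD8 T cells of each library in each cluster type, in percent (blue, tetramer-negative; red, tetramer-positive; circles, Round 1; squares, Round 2; bars, exact Clopper-Pearson 95% confidence intervals). Bystander cells are fewer and effector, mitotic and anergic cells more frequent in both tetramer-positive libraries.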

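Effector cells made up 25.3% ± 1.64 (SD, n = 2 libraries) of tetramer-positive islet cells and 14.1% ± 1.18 (SD, n = 2) of tetramer-negative cells, a difference of 11.2 percentage points that stood at 9.33 with the marker genes left out of the clustering. Mitotic cells differed by 5.33 percentage points, from 6.10% to 11.4%. With the markers left out, fewer cells were in the mitotic cluster and the difference was 1.27 percentage points, while the ratio, at 1.86, stayed close to the 1.87 of the first clustering. Anergic cells differed by 3.94 percentage points, from 5.19% to 9.13%, and by 4.21 with the markers left out. Each difference had the same sign in both rounds and an exact permutation p of 0.333. With log-normalized values clustered without integration, the sign was reversed for anergic cells, at −2.46 percentage points. This came from Round 2 alone (−4.92), since the difference in Round 1 was 0. Progenitor and recently activated cells differed less, by 2.75 and 1.98 percentage points. Their signs were not stable, since progenitor cells changed to −2.32 at a resolution of 0.4 and recently activated cells to −0.670 with log-normalized values. With the tetramer-positive libraries placed first in the integration, a setting added after the data were seen, effector, mitotic and anergic cells differed by 10.9, 7.39 and 3.49 percentage points, and there were no progenitor clusters to compare.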

Development of anergy would also be expected to limit CD8 T cell clonal proliferative capacity. To test this, we used our scTCR-seq data to break down each islet cluster by frequency of clone size (Fig S3A) Indeed, IGRP_206-214_–nonreactive clones in the anergic cluster, as well as those in the progenitor and recently activated clusters, had relatively low expansion, with ∼80% being singlet clones. 

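The size of a clone within a cluster was its number of cells in that cluster, and the share of clones with 1 cell was taken over both rounds. Among tetramer-negative clones, 158 of 177 anergic clones were singlets (89.3%, 95% CI 83.8–93.4), as were 86.7% of recently activated clones (95% CI 83.1–89.7) and 64.7% of progenitor clones (95% CI 60.7–68.6). The rounds gave 92.9% and 86.0% for anergic clones, and 63.3% and 65.6% for progenitor clones. The share depends on the number of cells in a cluster. With 200 cells drawn from each cluster, it was 91.1% for recently activated and 82.6% for progenitor clones, while the anergic cluster had only 200 cells to begin with.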

IGRP_206-214_–nonreactive clones with bystander constituent cells were even more extreme in their lack of expansion, with almost 99% being singlet clones. In contrast, IGRP_206-214_–nonreactive effector and mitotic clones proliferated much more, with ∼60% of clones being singlets and 25% having at least three cells. 

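Of 2930 tetramer-negative bystander clones, 2907 were singlets (99.2%, 95% CI 98.8–99.5), with 99.5% in Round 1 and 99.1% in Round 2. With 200 cells drawn, the share was 99.9%. Of the clones with more than 1 cell, 17 were doublets and 6 had at least 3 cells.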

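Among tetramer-negative effector clones, 368 of 545 were singlets (67.5%, 95% CI 63.4–71.4) and 18.4% had at least 3 cells. Among mitotic clones, 124 of 205 were singlets (60.5%, 95% CI 53.4–67.2) and 24.4% had at least 3 cells. The rounds differed by less than 2 percentage points in each cluster. The share of singlets in effector clones lay 31.7 percentage points below that in bystander clones and near that in progenitor clones. With 200 cells drawn, singlets were 80.4% of effector and 66.9% of mitotic clones.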

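Among tetramer-positive islet clones, the share of singlets was 40% in the progenitor clusters (22 of 55), 39.1% in the recently activated cluster (18 of 46) and 64.7% in the anergic cluster (11 of 17, 95% CI 38.3–85.8). In the progenitor and recently activated clusters the interval (27.0–54.1 and 25.1–54.6) lay below that of tetramer-negative clones in the same cluster. For anergic clones it overlapped. Their share was 42.9% and 72.7% in Rounds 1 and 2, below that of tetramer-negative anergic clones in each round, and the difference was not tested.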

IGRP_206-214_–reactive clones, on the other hand, were all more expanded than their IGRP_206-214_–nonreactive counterparts. Despite this, similar trends among clusters could be seen, with effector and mitotic cells being more expanded than other clusters. 

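Of tetramer-positive effector clones, 13 of 54 were singlets (24.1%, 95% CI 13.5–37.6), with 25.0% in Round 1 and 24.2% in Round 2, and 61.1% had at least 3 cells. Of mitotic clones, 17 of 41 were singlets (41.5%, 95% CI 26.3–57.9). The effector share was 15.9 percentage points below that of progenitor clones (11.4 in Round 1 and 17.4 in Round 2), while the mitotic interval overlapped those of all other clusters. With 38 cells drawn from each cluster, singlets were 53.1% of effector and 52.3% of mitotic clones, against 58.4% to 64.7% elsewhere. The SD between draws was 8.08 to 10.5 percentage points in all but the anergic cluster, which had only 38 cells, so these values were not clearly apart.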

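Among tetramer-positive bystander clones, 15 of 44 were singlets (34.1%, 95% CI 20.5–49.9), which was 65.1 percentage points below tetramer-negative bystander clones. The 314 tetramer-positive cells in these clusters had 572.5 CPM of Pdcd1, while tetramer-negative bystander cells had 44.4 CPM. Of the 209 such cells with a paired TCR, 199 (95.2%) belonged to clones that also had cells in the progenitor, effector, recently activated or mitotic clusters, against 3.17% of 2961 tetramer-negative bystander cells. This share is close to saturation in tetramer-positive cells, because few clones hold most of them.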

IGRP_206-214_–reactive bystander cells exhibited the greatest difference in clonal expansion compared with IGRP_206-214_–nonreactive bystander cells, suggesting that these cells may have already undergone some degree of activation due to the immunodominance of IGRP_206-214_ as an autoantigen in the islets.

**Figure S3.**
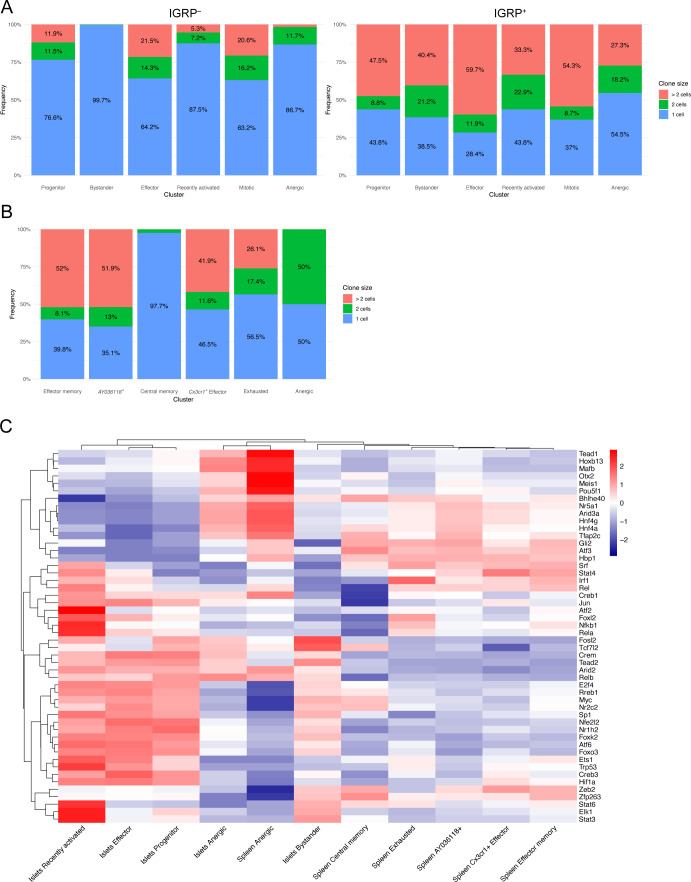
Phenotypic and clonal breakdown of diabetogenic CD8 T cell clusters. **(A)** Bar plots showing frequency of clones with one cell, two cells, or more than two cells among islet clusters from IGRP_206-214_–nonreactive (left) and IGRP_206-214_–reactive (right) cells. **(A, B)** As in (A), but showing spleen clusters. **(C)** Gene regulatory network (regulon) heat map of predicted transcription factor activity within islet and spleen CD8 T-cell clusters constructed using DoRothEA.

We have previously used scRNA-seq to identify four major subsets of CD8 T cells (bystander, progenitor, effector, and mitotic) in the islets of NOD mice at 7 and 14 wk of age (Ciecko et al, 2021); our previous work, as well as that from other groups (Hu et al, 2020; Gearty et al, 2022), has shown that progenitor cells give rise to effector cells that then mediate insulitis. Our current study has much higher resolution as we were able to collect and pool a much greater number of cells for scRNA-seq, allowing us to identify greater heterogeneity in the diabetogenic CD8 T-cell pool compared with our previous work (Ciecko et al, 2021). To compare the cells in our current data with our previously identified subsets, we generated module scores from differentially expressed genes of the four subsets in our previous publication (Fig 2D). This analysis showed that the current bystander, progenitor, effector, and mitotic clusters scored highly for their respective module scores derived from our previous data. In addition, our newly identified recently activated and anergic clusters both scored highly for the progenitor module score, suggesting that these two clusters may have been part of our older progenitor cluster but were not identified because of limited scRNA-seq resolution at the time. Given that lymphocytic choriomeningitis virus Clone 13 (LCMV Cl13) chronic infection system is a common model system of persistent antigen stimulation and CD8 T-cell exhaustion, we also used module scores derived from one of our laboratory’s prior publications (Zander et al, 2019) to score our islet CD8 T-cell clusters (Fig 2E). This analysis confirmed that progenitor, bystander, and recently activated cells are more quiescent because they had the highest Cl13 Progenitor module scores. Autoreactive effector cells scored highly for Cl13 Effector modules as expected but also had high Cl13 Exhausted module scores in line with their expression of inhibitory coreceptors (Fig 2B). Mitotic cells had a reasonably high Cl13 Effector module score and an intermediate Exhausted module score. Anergic cells scored relatively low in all categories but had an especially low Effector module score. Collectively, these analyses suggest that CD8 T cells in the islets of NOD mice are phenotypically heterogeneous. Although we did not detect a discrete exhausted CD8 T-cell population in the islets, we did find that autoreactive effector cells express coinhibitory receptors and have a similar gene expression profile to both Effector and Exhausted cells from LCMV Cl13 chronic infection. Overall, our results concerning islet CD8 T-cell differentiation states is consistent with a recent report (Zakharov et al, 2020) but in addition reveals an anergic population, as supported by its gene expression profile and reduced clonal expansion.

We then turned our attention to IGRP_206-214_–reactive CD8 T cells isolated from the spleens of NOD mice. 

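Clustering of the tetramer-positive spleen cells gave 11 clusters, of which 8 were given a name. They comprised 1 central memory, 3 Cx3cr1+ effector and 2 exhausted clusters by the marker rule, 1 cluster set apart by AY036118, and 1 cluster with the highest Il7r, which stands here for effector memory because no cluster met that list. In Rounds 1 and 2, the Il7r-high cluster held 20.9% and 22.8% of cells, the AY036118-high cluster 7.63% and 11.9%, central memory cells 14.4% and 9.84%, Cx3cr1+ effector cells 29.03% and 28.2%, and exhausted cells 12.8% and 14.7%. Cells of no named type made up 15.2% and 12.6%. No cluster met the list of anergic genes.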

UMAP projection with unbiased clustering revealed 6 clusters (Fig 2F): effector memory, *AY036118*^+^, central memory, *Cx3cr1*^+^ effector, exhausted, and anergic CD8 T cells. As before, clusters were defined based on expression of key marker genes (Fig 2G). 

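In the Il7r-high cluster, Il7r (ENSMUSG00000003882, chromosome 15 of GRCm38 from 9505788 to 9530176) had 633 ± 29.8 CPM (SD, n = 2 libraries) against a mean of 357 CPM in the other named spleen clusters. Tcf7 and Slamf6, with 329 ± 84.4 CPM (SD, n = 2) and 187 ± 34.5 CPM (SD, n = 2), were slightly above the mean of the other clusters. The differences were less than the spread between libraries, and both genes were higher in the AY036118-high cluster. Tbx21 (ENSMUSG00000001444, chromosome 11, 97098071 to 97115331), with 82.8 CPM, and Klrg1 (ENSMUSG00000030114, chromosome 6, 122270596 to 122282882), with 15.9 CPM, were below the means of the other clusters, which were 102 and 70.7 CPM. In the AY036118-high cluster, Il7r had 472 ± 25.6 CPM (SD, n = 2), Tcf7 344 CPM, Slamf6 197 CPM and Klrg1 26.0 CPM. AY036118 (ENSMUSG00000105361) itself had 13427 ± 9005 CPM (SD, n = 2) against 1822 CPM. It lies on chromosome 17 from 39847113 to 39848035, within the interval of Gm42418 but on the opposite strand, and its counts followed those of Gm42418 across cells with a Spearman correlation of 0.288 in Round 1 and 0.513 in Round 2. Of 2849 genes compared between this cluster and the other spleen cells, 5 were at least 2-fold higher in both rounds, among them Gm42418, Lars2 and mt-Nd6, and 2 were lower.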

Effector memory and *AY036118*^+^ cells had a very similar gene expression profile and up-regulated memory genes such as *Il7r* (encodes IL-7R), *Tcf7* (encodes TCF-1), and *Slamf6* (encodes Ly108) as well as effector genes such as *Tbx21* (encodes T-bet) and *Klrg1*; however, only the latter cluster up-regulated *AY036118*, which encodes the transcriptional repressor ERF1 (Verykokakis et al, 2007) and was recently reported to be up-regulated in CD8 T cells with repressed activation in a lung cancer model (Burger et al, 2021). Central memory cells highly expressed the aforementioned memory markers as well as *Sell* (encodes L-selectin) and *Ccr7*. 

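In central memory cells, Ccr7 (ENSMUSG00000037944, chromosome 11 of GRCm38 from 99144196 to 99155077) had 418 ± 118 CPM (SD, n = 2 libraries) against a mean of 63.01 CPM in the other named spleen clusters. Il7r had 502 ± 19.3 CPM (SD, n = 2), above all but the Il7r-high cluster, and Tcf7 was highest here with 359 CPM. Slamf6 was lowest of the 5 named types, with 144 ± 40.03 CPM (SD, n = 2) against 180 CPM, a difference smaller than the spread between rounds.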

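In the Cx3cr1+ effector clusters of the spleen, Gzmb had 67.3 ± 14.6 CPM (SD, n = 2 libraries) against a mean of 19.3 CPM in the other named clusters, and Klrg1 had 170 ± 17.1 CPM (SD, n = 2) against 32.3 CPM. Pdcd1 had 52.0 ± 1.38 CPM (SD, n = 2), somewhat above the mean of 41.0 CPM of the other spleen clusters, and Lag3 had 31.4 ± 5.31 CPM (SD, n = 2) against 29.3 CPM. Over all tetramer-positive cells, both coinhibitory genes were lower in spleen than in islets. The log2 fold change of islets over spleen was 3.94 for Pdcd1 (adjusted p = 0.0050 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3.78 for Lag3 (adjusted p = 0.0053 from the same test).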

Splenic *Cx3cr1*^+^ effector cells expressed *Gzmb* and *Klrg1*, similar to effector cells from the islets, but critically had minimal expression of coinhibitory receptor genes such as *Pdcd1* and *Lag3*. Instead, these molecules were up-regulated by Exhausted cells, which also expressed the chemokine receptor *Cxcr6* and the exhaustion-associated TF *Eomes* (Paley et al, 2012; Long et al, 2016; Siddiqui et al, 2019). 

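Pdcd1 was highest in the exhausted clusters among the named spleen clusters, with 77.3 ± 13.5 CPM (SD, n = 2 libraries) against a mean of 34.7 CPM, and so was Lag3, with 53.5 ± 8.43 CPM (SD, n = 2) against 23.8 CPM. Cxcr6 had 187 ± 26.5 CPM (SD, n = 2) against 58.2 CPM. Eomes (ENSMUSG00000032446, chromosome 9 of GRCm38 from 118478212 to 118486132) had 256 ± 38.1 CPM (SD, n = 2) against 214 CPM, and was higher still in the Cx3cr1+ effector clusters with 307 ± 99.3 CPM (SD, n = 2).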

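Eomes had 241 ± 64.1 CPM (SD, n = 2 libraries) in the Il7r-high cluster and 249 ± 31.8 CPM (SD, n = 2) in the AY036118-high cluster. Both values were below that of exhausted cells by less than the spread between rounds. Central memory cells had 59.1 CPM.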

Of note, the effector memory and *AY036118*^+^ clusters also expressed *Eomes*, albeit at a lower level, likely due to the fact that Eomes is involved in CD8 T cell memory formation (Banerjee et al, 2010; Kaech & Cui, 2012). 

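Since no spleen cluster met the list of Cblb, Itpkb and Dgka, their highest values among the named spleen clusters are given. Cblb and Itpkb were highest in the AY036118-high cluster, with 128 ± 11.8 CPM (SD, n = 2 libraries) and 193 ± 23.9 CPM (SD, n = 2). Dgka was highest in central memory cells, with 333 ± 115 CPM (SD, n = 2).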

Finally, splenic anergic cells were similar to their counterparts in the islets as they also up-regulated *Cblb*, *Itpkb*, and *Dgka*, genes encoding TCR inhibitory molecules. Scoring of spleen clusters using LCMV Cl13 module scores demonstrated expected trends (Fig 2H). The effector memory and *AY036118*^+^ clusters exhibited intermediate scores of all three Cl13 modules with a slightly higher Progenitor module score, as we have shown that Cl13 Progenitor cells are similar to memory precursor cells from acute viral infection (Chen et al, 2021). Central memory cells had a high Progenitor module score, *Cx3cr1*+ effector cells had a high Effector module score, and exhausted cells had a high Cl13 Exhausted module score. Anergic cells in the spleen had relatively low scores but scored slightly best for the Effector module, unlike islet anergic cells. Clonal expansion in splenic CD8 T cell clusters was more restrained compared with IGRP_206-214_–reactive islet clusters (Fig S3B): Effector memory, *AY036118*^+^, *Cx3cr1*^+^ effector, and exhausted clones had up to 50% of non-singlet clones. This was in line with IGRP_206-214_–reactive progenitor cells, which also have a memory-like phenotype. 

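In the spleen, 54 of 102 clones of the Il7r-high cluster were singlets (52.9%, 95% CI 42.8–62.9), as were 15 of 48 in the AY036118-high cluster (31.3%, 95% CI 18.7–46.3). In Cx3cr1+ effector cells the count was 18 of 69 (26.1%, 95% CI 16.3–38.1), and in exhausted cells it was 25 of 67 (37.3%, 95% CI 25.8–50.0). Non-singlet clones therefore made up between 47.1% and 73.9% of clones in these clusters. With 216 cells drawn from each cluster, singlets were 45.9% of Il7r-high, 35.3% of Cx3cr1+ effector and 38.4% of exhausted clones. By round, the Cx3cr1+ effector share was 27.8% in each.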

Only two clones were covered from the very small splenic anergic cluster, one singlet and one doublet clone. The major outlier was the central memory cluster, which was almost entirely (>97%) composed of singlet clones. 

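Of 372 central memory clones, 363 were singlets (97.6%, 95% CI 95.5–98.9), with 100% in Round 1 and 93.8% in Round 2, and 9 were doublets. This was 71.5 percentage points above the Cx3cr1+ effector clones, and with 216 cells drawn the share was 98.6%. Of the 381 central memory cells with a paired TCR, 80 used TRAV16N (21%) and 16.0% used TRBV13-3, whereas the other named spleen clusters used TRAV16N in 93.5% to 99.3% of cells. In tetramer-negative bystander cells of the islets, TRAV16N was used by 11.5%.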

Although it may be possible that some of the cells in this cluster were actually naïve cells, given that naïve and memory T cells share many transcriptomic and epigenetic similarities (Schauder et al, 2021), the splenic CD8 T cells we sequenced were sorted to be CD44^+^ (Fig S1B); these data therefore suggest that central memory CD8 T cells may undergo clonal contraction. In general, splenic CD8 T cell clusters were less clonally expanded than those in the islets, as would be expected given that the islets are the major source of autoantigens in T1D.

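The mean number of cells per clone within a cluster was between 1.02 and 14.1 in the named spleen clusters and between 2.24 and 9.54 in the tetramer-positive islet clusters. The highest value in the spleen was in Cx3cr1+ effector cells and the highest in the islets in effector cells. The clusters held different numbers of cells, which these means do not correct for, and the ranges overlapped.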

Finally, we leveraged the DoRothEA curated gene regulatory network (regulon) resource (Garcia-Alonso et al, 2019; Holland et al, 2020a, 2020b) to predict activity of the top 50 most globally variable TFs among clusters of CD8 T cells in our scRNA-seq data (Fig S3C). Regulon analysis circumvents difficulties detecting TFs by scRNA-seq because of low RNA copy numbers by also analyzing coexpression of TF target genes. These regulons, consisting of TFs and their targets, are then scored for putative activity. Islet mitotic cells were excluded from this analysis as their extremely high expression of cell cycle-related TFs skews scaled heat maps. Regulon analysis predicted enriched activity of TCR signaling-induced TFs such as Nfkb1 and Jun (Courtney et al, 2018) in recently activated islet CD8 T cells as would be expected. In addition, recently activated, bystander, and progenitor cells in the islets all had high predicted activity of Stat3, a TF downstream of IL-27 signaling; this is supported by our recent work showing that IL-27 signaling promotes progenitor to effector CD8 T-cell differentiation in the islets of NOD mice (Ciecko et al, 2021). Conversely, islet effector cells exhibited increased activity of TFs associated with aerobic glycolysis, such as Hif1a (Shi et al, 2011) and Foxk2 (Sukonina et al, 2019); aerobic glycolysis is crucial for the effector function of activated T cells (Gupta et al, 2020), and we have found that *Hif1a* is also up-regulated in effector-like tumor-infiltrating lymphocytes (Topchyan et al, 2021).

Interestingly, DoRothEA analysis predicted that the TF Zeb2, known to promote the function of long-lived effector cells (LLECs) and effector memory CD8 T cells in acute viral infection (Renkema et al, 2020), is active in splenic effector memory, *AY036118*^+^, and *Cx3cr1*^+^ effector cells. Moreover, although Zeb2 is also critical for short-lived effector cell (SLEC) function in acute viral infection (Dominguez et al, 2015; Omilusik et al, 2015; Guan et al, 2018), Zeb2 activity was predicted to occur at intermediate levels in recently activated, progenitor, and effector CD8 T cells in the islets. This analysis suggests that Zeb2 may differentially control the effector and memory potential of diabetogenic CD8 T cells in the islets and spleen. Regulon analysis also predicted that interferon response factor 1 (IRF1), a TF activated downstream of type I IFN signaling (Li et al, 1996), is the most active regulon in exhausted CD8 T cells in the spleen. In models of chronic viral infection, blocking type I IFN signaling promotes viral control, likely due to reduced CD8 T cell exhaustion (Teijaro et al, 2013; Wilson et al, 2013; Wu et al, 2016); similar mechanisms may therefore regulate the development of exhausted CD8 T cells in T1D. Overall, this analysis showed similarity in TF activity among the different populations within the islets compared with the spleen, except for anergic cells which display similar TF activity regardless of tissue localization. We have previously demonstrated the power of regulon analysis as a tool to investigate the gene regulatory networks that govern CD8 T cell differentiation and function in chronic viral infection (Chen et al, 2021); application of such analytical pipelines to T1D may provide further insight into how diabetogenic CD8 T cells are regulated at the transcriptomic and epigenetic levels.

### IGRP_206-214_–reactive CD8 T cells exhibit characteristics of increased antigen exposure compared with IGRP_206-214_–nonreactive CD8 T cells

Given that IGRP_206-214_ is the predominant islet autoantigen in NOD mice (Lieberman et al, 2003; Trudeau et al, 2003), we decided to examine phenotypic differences between IGRP_206-214_ tetramer–positive (red) and -negative (blue) CD8 T cells in the islets. To do so, we examined differential expression of genes related to antigen stimulation within each islet cluster (Fig 3A). We found that the coinhibitory receptors *Pdcd1*, *Tigit*, and *Lag3* were all up-regulated in IGRP_206-214_–reactive CD8 T cells, as were the exhaustion-related TFs *Tox* (Alfei et al, 2019; Khan et al, 2019; Scott et al, 2019; Seo et al, 2019; Yao et al, 2019) and *Nr4a2* (Zander et al, 2019). 

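Summed over all islet cells of a library, Pdcd1 had 642 ± 27.2 CPM (SD, n = 2 libraries) in tetramer-positive and 283 ± 31.03 CPM (SD, n = 2) in tetramer-negative cells, a log2 fold change of 1.18 (standard error 0.22, adjusted p = 0.129 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lag3 rose by 1.07 (adjusted p = 0.157), Tox (ENSMUSG00000041272, chromosome 4 of GRCm38 from 6686353 to 6991557) by 1.07 (adjusted p = 0.189) and Tigit (ENSMUSG00000071552, chromosome 16, 43648867 to 43664146) by 0.94 (adjusted p = 0.180) in the same edgeR test. Nr4a2 (ENSMUSG00000026826, chromosome 2, 57106830 to 57124003) rose by 0.43 (adjusted p = 0.424 in edgeR), and with a round left out this was 0.23 or 0.64. All 5 genes were higher in both tetramer-positive libraries than in both tetramer-negative ones. With the round as a block all 5 passed, with adjusted p between 3.61e-13 and 0.0212 in edgeR. Of 11825 genes tested, 27 had an adjusted p under 0.05, and 1763 had an unadjusted p under 0.05. The block moved this count most, to 3644 genes.

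**Figure D3:**
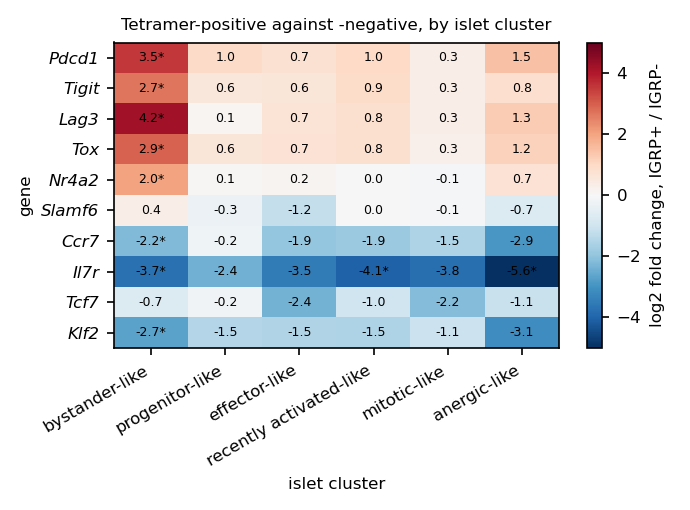
Log2 fold change of tetramer-positive over tetramer-negative cells for each gene and islet cluster, from edgeR on counts summed over 2 libraries per group, with an asterisk where the adjusted p was under 0.05. The largest changes of the coinhibitory and exhaustion genes are those of bystander cells, a type pooled over 5 clusters of different makeup. Il7r is lower in every cluster.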

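The genes Pdcd1, Tigit, Lag3, Tox and Nr4a2 were tested within each islet cluster with libraries as replicates. In bystander cells all 5 had an adjusted p under 0.05. The log2 fold change was 4.21 for Lag3 (adjusted p = 5.82e-04 in edgeR), 3.53 for Pdcd1 (adjusted p = 0.0013), 2.94 for Tox, 2.69 for Tigit and 2.02 for Nr4a2. Over the 5 bystander clusters the size of the change was uneven. Pdcd1 had 608 CPM against 194.5 CPM in tetramer-negative cells in the cluster with 171 of the 314 tetramer-positive cells, and 469 against 11.4, 668 against 36.1, 239 against 5.05 and 426 against 9.705 CPM in the others. In the other clusters none of these genes passed, although every change was positive except that of Nr4a2 in mitotic cells. This depended on the model, since with the round as a block 4 of the 5 genes passed in effector, 4 in recently activated, 3 in progenitor, 3 in anergic and 0 in mitotic cells. For Pdcd1 the log2 fold change was 1.48 in anergic, 0.98 in recently activated, 0.96 in progenitor, 0.74 in effector and 0.33 in mitotic cells, in each case with the same sign in both rounds. Nr4a2 fell by 0.11 in mitotic cells. Several small changes depended on the round, and with a round left out Nr4a2 ranged from −0.17 to 0.30 in progenitor cells, from −0.0047 to 0.31 in effector cells, from −0.24 to 0.28 in recently activated cells and from −0.35 to 0.15 in mitotic cells. Lag3 in progenitor cells ranged from −0.050 to 0.22, and Tox in mitotic cells from 0.14 to 0.45.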

Interestingly, up-regulation of these genes was not exclusive to less quiescent clusters such as effector cells and mitotic cells; IGRP_206-214_–reactive progenitor and bystander cells, as well as recently activated and anergic cells, up-regulated these genes compared with their IGRP_206-214_–nonreactive counterparts; this supports our data showing that IGRP_206-214_–reactive bystander cells are clonally expanded (Fig S3B) and further suggests that they may be antigen-experienced to some degree. Given their expression of genes encoding inhibitory coreceptors and *Tox*, IGRP_206-214_–reactive bystander cells are likely distinct from IGRP_206-214_–nonreactive bystander cells, which do not demonstrate expression of these activation markers and are clonally non-expanded (Fig S3B). Moreover, *Tox* expression was also observed in IGRP_206-214_–reactive CD8 T cells from the spleen, including in the memory-like Effector memory and *AY036118*^+^ clusters, albeit at lower levels than in exhausted or anergic splenocytes (Fig 3B). This observation is in line with several recent studies that have shown that a “molecular scar” of TOX expression and epigenetic accessibility is present in memory CD8 T cells generated in settings of persistent antigen exposure, such as chronic viral infection or T1D (Wieland et al, 2017; Abdelsamed et al, 2020; Charmoy et al, 2021; Heim et al, 2021; Hensel et al, 2021; Tonnerre et al, 2021; Yates et al, 2021). 

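In the spleen, Tox had 210 ± 32.2 CPM (SD, n = 2 libraries) in exhausted cells, 202 ± 13.0 CPM (SD, n = 2) in the AY036118-high cluster and 173 ± 6.66 CPM (SD, n = 2) in the Il7r-high cluster. The AY036118-high and exhausted clusters differed by less than the spread between rounds. With every cell thinned to 1000 UMIs, the AY036118-high cluster was not below the exhausted clusters. Over all tetramer-positive cells, Tox was higher in islets than in spleen by a log2 fold change of 0.98 (standard error 0.25, adjusted p = 0.0485 from edgeR's quasi-likelihood test).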

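Tox was lowest in central memory cells of the spleen, with 37.0 ± 6.51 CPM (SD, n = 2 libraries) against a mean of 194 CPM in the other named clusters. In Cx3cr1+ effector cells it had 191 ± 48.4 CPM (SD, n = 2), above the mean of 155 CPM of the other named clusters and within the spread between rounds.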

Curiously, the central memory and *Cx3cr1*+ effector cells in the spleen had minimal *Tox* expression despite being activated and therefore presumably antigen-experienced. We then quantified exhaustion more broadly by plotting module scores of our LCMV Cl13 Exhausted gene list (Fig 2E) among IGRP_206-214_–reactive and –nonreactive islet CD8 T cells (Fig 3C). This analysis demonstrated a statistically significant increase in Cl13 Exhausted module scores in IGRP_206-214_–reactive compared with –nonreactive CD8 T cells in all clusters except the mitotic cluster. Conversely, IGRP_206-214_–nonreactive CD8 T cells tended to up-regulate memory- and stem-like genes such as *Slamf6*, *Ccr7*, *Il7r*, *Tcf7*, and *Klf2* compared with their IGRP_206-214_–reactive counterparts (Fig 3D). 

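Summed over all islet cells of a library, Il7r had 14.2 ± 4.85 CPM (SD, n = 2 libraries) in tetramer-positive and 189 ± 8.38 CPM (SD, n = 2) in tetramer-negative cells, a log2 fold change of −3.71 (adjusted p = 0.0361 from edgeR's quasi-likelihood test). Klf2 (ENSMUSG00000055148, chromosome 8 of GRCm38 from 72319033 to 72321656) changed by −2.38 (adjusted p = 0.140), Ccr7 by −1.60 (adjusted p = 0.222), Tcf7 by −0.92 (adjusted p = 0.140) and Slamf6 by −0.39 (adjusted p = 0.385) in the same edgeR test. With the round as a block all 5 genes passed, with adjusted p between 5.84e-105 and 0.0184 in edgeR, so the calls for the last 4 rested on the model. With a round left out, Slamf6 was −0.57 or −0.24. Within clusters, Il7r was lower in all 6, and passed in bystander (−3.74), recently activated (−4.05) and anergic cells (−5.57). In bystander cells Ccr7 (−2.20) and Klf2 (−2.68) passed as well. Over both gene groups of Fig 3A and D, 57 of the 60 pairs of gene and cluster changed in the direction of the paper, 51 of them in both rounds. Of these pairs, 10 had an adjusted p under 0.05 over all genes tested and 35 did when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. With the round as a block the first count was 41. From these genes and its module scores, the paper proposes that cells specific for other epitopes adopt a more quiescent transcriptional profile.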

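In tetramer-positive and tetramer-negative cells respectively, the mean of Klf2 was 75.9 and 220 CPM in the effector clusters and 62.8 and 132 CPM in the mitotic clusters (2 libraries each). The log2 fold change was −1.51 in effector cells (standard error 0.41, adjusted p = 0.635 in edgeR) and −1.06 in mitotic cells (standard error 0.41, adjusted p = 0.962 in edgeR), lower in both rounds. With the round as a block the adjusted p was 8.93e-23 in effector cells and 0.0666 in mitotic cells in edgeR. Of the genes with low values, Slamf6 had between 20.6 and 48.2 CPM in the 2 groups of both cluster types, Tcf7 between 7.93 and 51.6 CPM, Il7r between 0.871 and 62.3 CPM, and Ccr7 between 12.2 and 125 CPM. With a round left out, Slamf6 was between −0.24 and 0.085 in mitotic, between −1.71 and 0.061 in anergic, between 0.13 and 0.56 in bystander and between −0.17 and 0.23 in recently activated cells. Ccr7 was between −2.93 and −0.82 in recently activated and between −0.58 and −0.027 in progenitor cells. Tcf7 was between −1.60 and −0.68 in anergic, between −1.05 and −0.38 in bystander and between −0.26 and −0.12 in progenitor cells.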

Expression of the first four genes was low in the effector and mitotic clusters, but even these clusters demonstrated differential expression of *Klf2*. Accordingly, a module of differentially expressed genes from LCMV Cl13 Progenitor cells was significantly enriched in IGRP_206-214_–nonreactive cells in every cluster (Fig 3E). These analyses suggest that autoreactive CD8 T cells specific for epitopes other than IGRP_206-214_ adopt a more quiescent transcriptional profile during the later stages of insulitis (10–15 wk of age) in NOD mice despite the fact that they do not form distinct phenotypes compared with IGRP_206-214_–reactive diabetogenic CD8 T cells.

**Figure 3.**
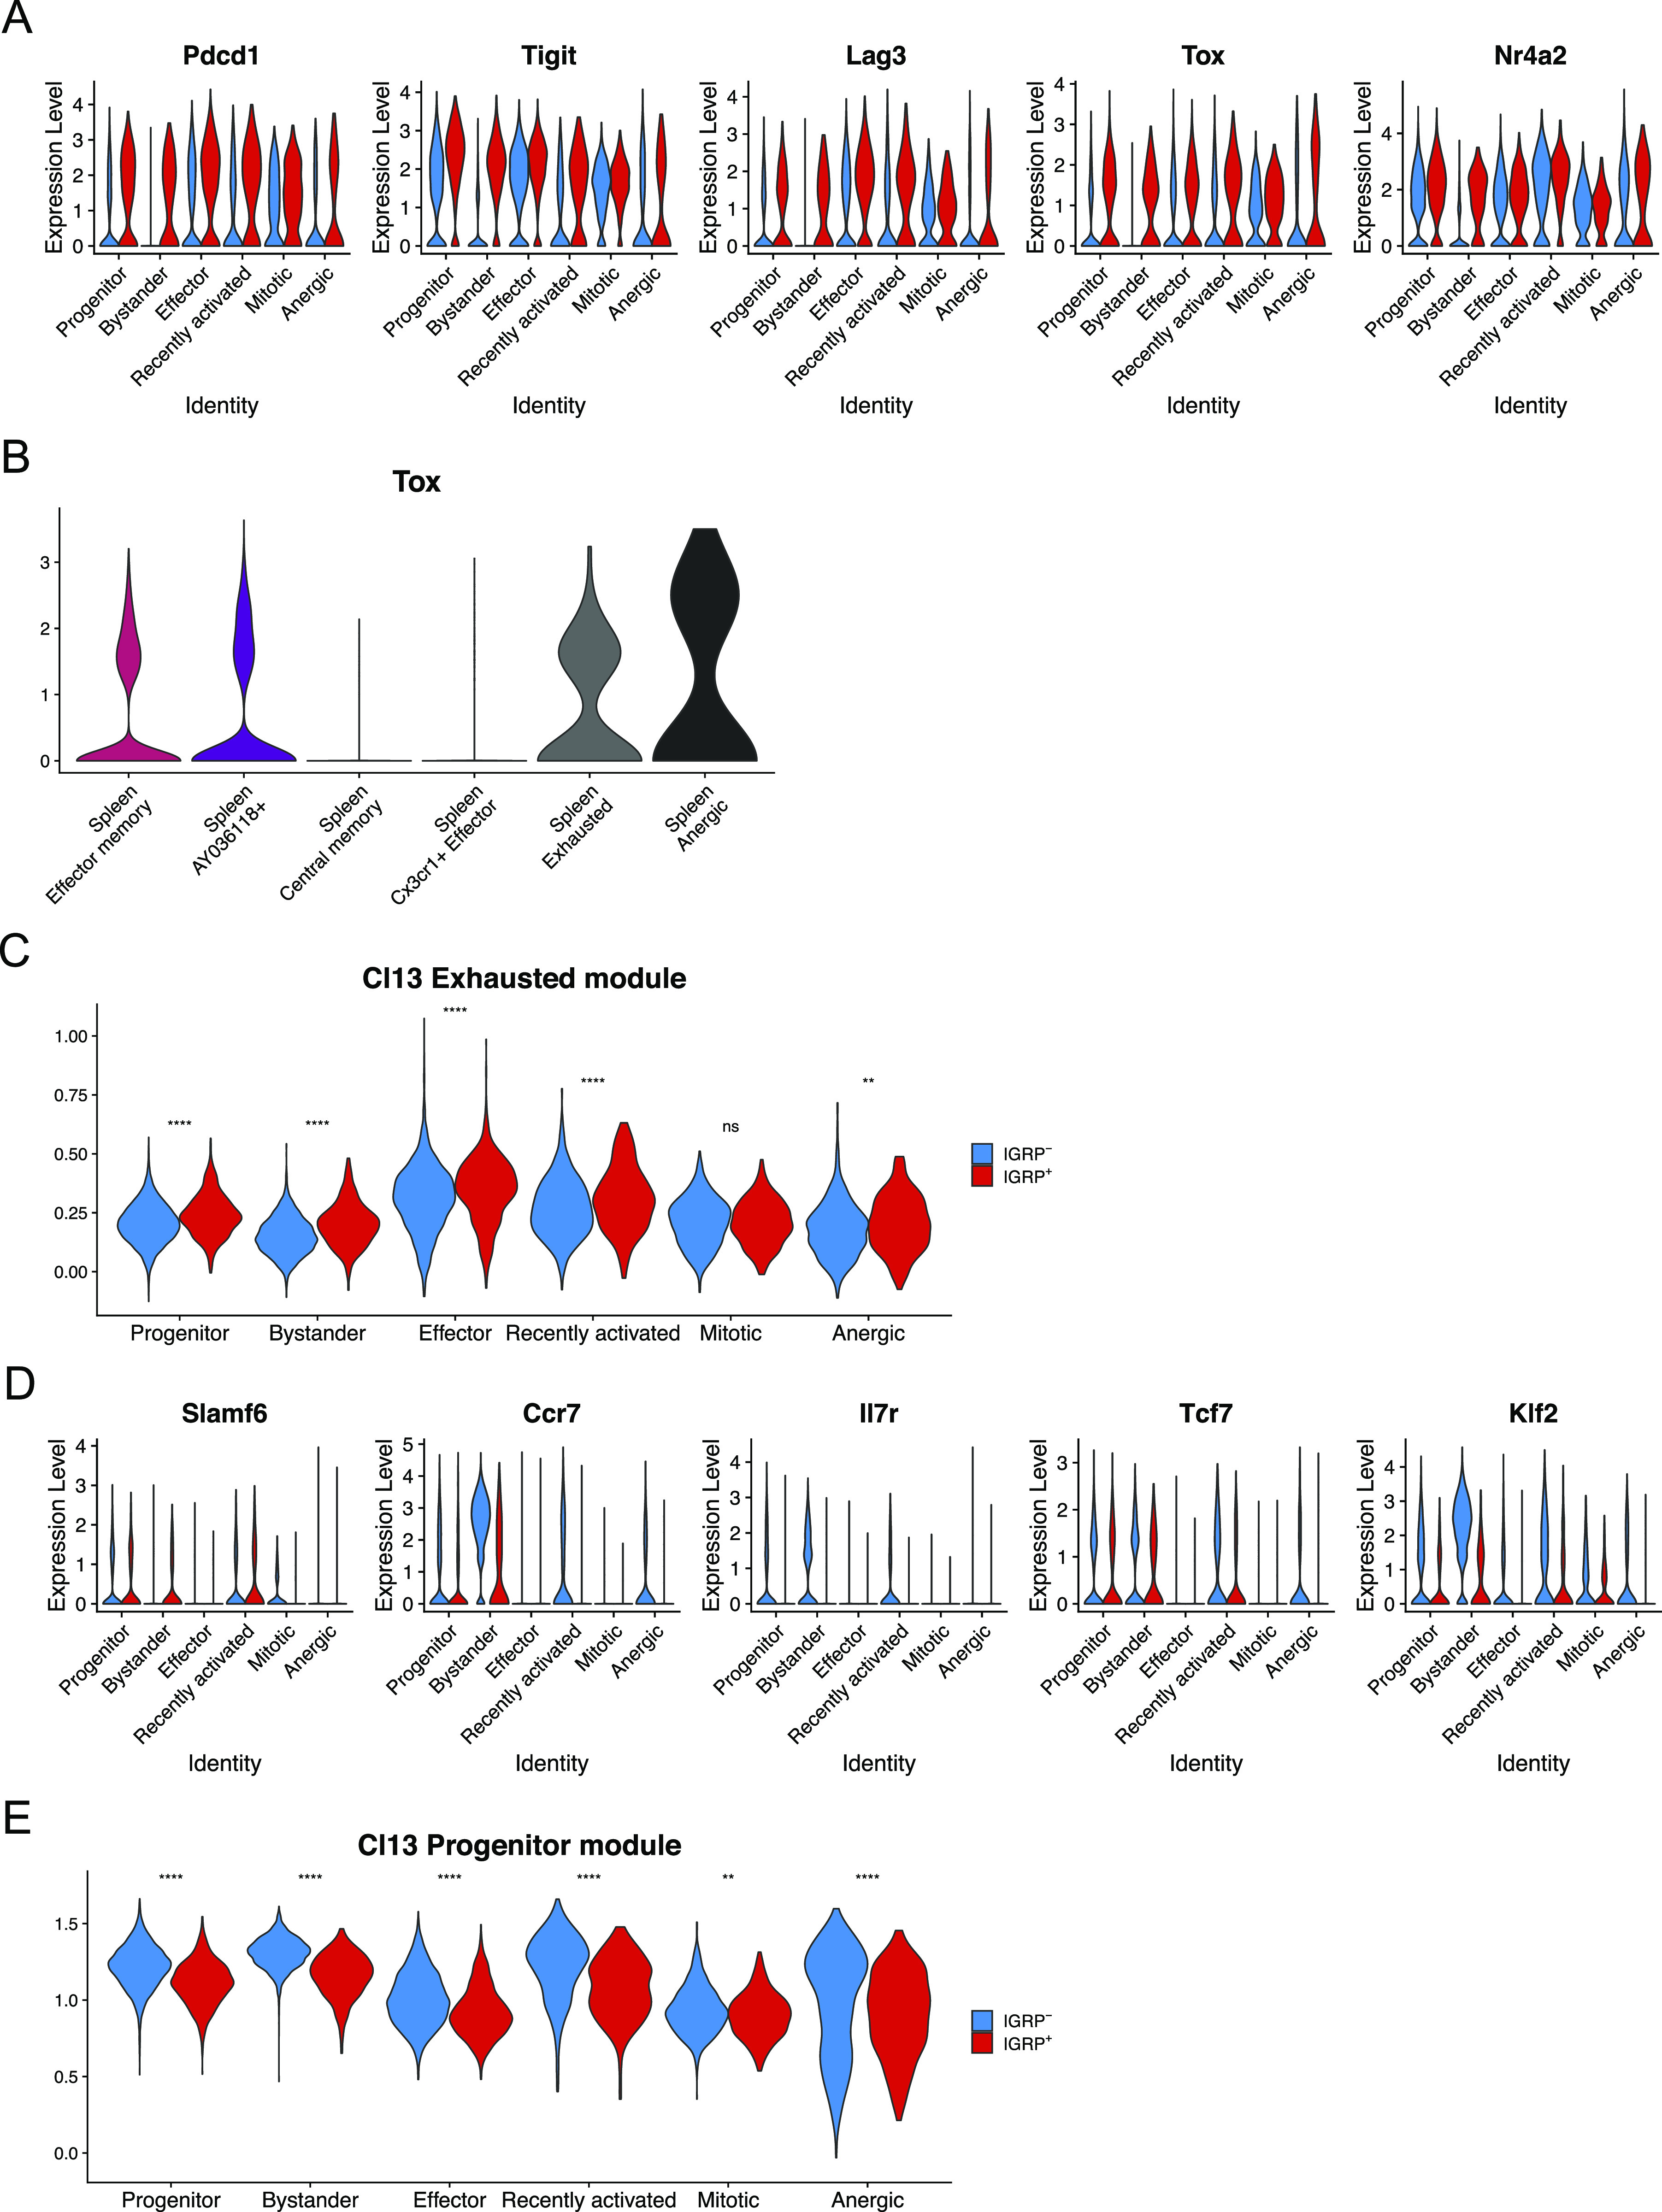
IGRP_206-214_–reactive CD8 T cells exhibit characteristics of increased antigen exposure compared with IGRP_206-214_–nonreactive CD8 T cells. **(A)** Violin plots showing expression of key coinhibitory receptors, memory CD8 T cell-associated cell surface markers, and transcription factors regulating CD8 T-cell exhaustion. **(B)** Violin plot showing expression of *Tox* in spleen clusters. **(C)** Violin plot showing module scores of the top 100 differentially expressed genes from LCMV Clone 13 Exhausted CD8 T cells in islet CD8 T cells. Blue, IGRP_206-214_–nonreactive CD8 T cells. Red, IGRP_206-214_–reactive CD8 T cells. **(A, D)** As in (A) but showing markers of CD8 T-cell stemness. **(C, E)** As in (C), but showing module scores derived from the top 100 differentially expressed genes from LCMV Clone 13 Progenitor CD8 T cells. **P < 0.01, ****P < 0.0001 by the Wilcoxon test.

### IGRP_206-214_–reactive CD8 T-cell phenotype correlates with T-cell receptor gene usage

Given that IGRP_206-214_–reactive CD8 T cells exhibit striking clonal diversity (Fig 1B) despite restricted TCR gene usage (Fig 1D) and that diabetogenic CD8 T cells from transgenic mice or culture systems are known to have limited TCR diversity (Verdaguer et al, 1996; DiLorenzo et al, 1998), we hypothesized that most TCR sequences from IGRP_206-214_–reactive CD8 T cells would bear similar sequences. To test this hypothesis, we performed CDR3 amino acid motif analysis using TCRdist (Dash et al, 2017). 

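TCRdist was not available, so motifs were matched as text in the CDR3 amino acid sequences of the 113 tetramer-positive clones of at least 2 cells. These clones had 51 different α CDR3 nucleotide sequences that coded for 40 amino acid sequences, and 103 β nucleotide sequences that coded for 88. The most frequent α amino acid sequence was shared by 50 clones (44.2%). The α sequence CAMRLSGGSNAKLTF was found in 8 clones with 4 different nucleotide versions. The β sequence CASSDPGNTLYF was found in 8 clones with 7 nucleotide versions.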

Paired TCR α and β chain motif analysis of all IGRP_206-214_–reactive clones with at least two constituent cells revealed strong motif consensus between large numbers of IGRP_206-214_–reactive CD8 T-cell clones (Fig 4A). 

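In the α chain CDR3, the residues RDSG were found in 51 of the 113 tetramer-positive clones (45.1%, 95% CI 35.7–54.8) and in 3 of 638 tetramer-negative clones (0.470%, 95% CI 0.0971–1.37). The shares differed by Fisher's exact test (two-sided p = 1.67e-43). Because the paper picked this motif from the same tetramer-positive samples, this p is not independent evidence. All 51 clones used TRAV16N and 50 used TRAJ42. The alternative that moved the share most was added after the values were seen. It counted a clone once in each library where it had at least 2 cells and gave 95 of 168 clones (56.6%). Counted once per tissue, 86 of 159 clones had the residues (54.1%).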

Of the 192 clones analyzed, 135 clones (70.3%) exhibited an “RDSG” amino acid motif in the α chain CDR3 (Fig S4A). 42 clones (21.9%) also demonstrated an “SSDP” motif at the beginning of the β chain CDR3 (Fig S4B). 

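SSDP was found in the β chain CDR3 of 15 tetramer-positive clones (13.3%, 95% CI 7.62–20.95), all of which used TRBV13-3. It was found in 0 of 638 tetramer-negative clones, which allows a share of up to 0.577% by the exact 95% interval (Fisher's exact two-sided p = 2.00e-13). Counted once per library, which was added after the values were seen, 24 clones had it (14.3%). As with RDSG, the paper picked SSDP, S-DW and GDN from these same samples, so the p values given for them are not independent evidence.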

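The residues S-DW, with any residue before DW, were found in the β CDR3 of 15 of 113 tetramer-positive clones and of 32 of 638 tetramer-negative clones (5.02%, Fisher's exact two-sided p = 0.0024). Of the 15, 7 used TRBV10 and 3 used TRBV13-3. With a round left out, the difference of 8.26 percentage points stayed between 5.33 and 9.12. Without Round 2 it no longer passed, with 6 of 48 against 17 of 237 clones (Fisher's exact two-sided p = 0.243). GDN was found in 6 tetramer-positive clones (5.31%, 95% CI 1.97–11.2) and 5 tetramer-negative clones (0.784%, Fisher's exact two-sided p = 0.0025). All 6 came from Round 2. With a round left out, the difference of 4.53 percentage points ranged from −1.27 to 8.07, so it rested on 1 round.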

Other major β chain motifs included an “S-DW” motif found in 17 clones (8.9%) and a “GDN” motif found in 16 clones (8.3%) (Fig S4B). Conversely, IGRP_206-214_–nonreactive clones had a broad range of CDR3 motifs, with consensus motifs occurring among a far lower frequency of clones compared with IGRP_206-214_–reactive cones (Fig 4B). 

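Whole CDR3 sequences were compared as well. Among tetramer-negative clones, 597 different α and 594 different β amino acid sequences were found in 638 clones, and the most frequent sequence of either chain was shared by 5 clones (0.784%). An α sequence of another clone was found in 11.1% of tetramer-negative clones and in 72.6% of tetramer-positive clones. For the β chain the shares were 11.4% and 30.97%.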

Interestingly, 10 of 724 clones analyzed (1.4%) had a fairly conserved “E-RGS” motif in the α chain CDR3 paired with an “RGQSN” motif in the β chain CDR3. These 10 clones also exhibited restricted TCR gene usage (TRAV4D-3, TRAJ18, TRVB13-1, and TRJB1-4/1-1); by analogy to similar characteristics found in IGRP_206-214_–reactive clones, these 10 IGRP_206-214_–nonreactive clones may all be specific for the same autoantigen. 

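In the α chain, E-RGS was read as E, any residue, then RGS, and it was searched together with RGQ or RGQSN in the β chain of the same clone. It was found in 1 of 638 tetramer-negative clones (0.157%, 95% CI 0.0040–0.870) and in 0 of 113 tetramer-positive clones. That clone had 2 cells in Round 2 and used TRAV4-3 with TRAJ18 and TRBV13-1 with TRBJ1-4. The difference of −0.157 percentage points, recomputed without each round, ranged from −0.249 to 0.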

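Gene usage was then counted without the CDR3 residues, an alternative chosen after the values were seen. A TRAV4-family gene with TRAJ18 and TRBV13-1 was used by 16 of 4985 tetramer-negative clones, of which 10 had at least 2 cells, and by 0 of 537 tetramer-positive clones. The 16 clones held 56 cells, with 7 clones from Round 1 and 9 from Round 2. TRAV4-3 was the α gene of 13, TRAV4D-4 of 2 and TRAV4-2 of 1, while TRAV4D-3 was assigned to 0. Of the 16, 13 used TRBJ1-1 or TRBJ1-4, and 12 had RGS in the α CDR3.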

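Among the 51 tetramer-positive clones with RDSG, 27 used TRBJ2-7, 19 used TRBJ2-4 and 3 used TRBJ2-2. By β motif, 8 of 15 SSDP clones used TRBJ2-4 and 5 used TRBJ2-7. Of the 15 S-DW clones, 11 used TRBJ2-7 and 4 used TRBJ2-2. Of the 6 GDN clones, 5 used TRBJ2-7 and 1 used TRBJ1-4.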

Returning to our IGRP_206-214_–reactive motif analysis (Fig 4A), we noticed that the three TCR β chain motifs primarily used the 2-2, 2–4, or 2–7 variant of the TCR β chain J gene, in line with these three genes collectively being used by ∼90% of IGRP_206-214_–reactive CD8 T cells (Fig 1D). We began to investigate differences imparted by differential TCR β J gene usage by quantifying TCR signaling within islet CD8 T cells. We used the “KEGG TCR Signaling Pathway” geneset (GSEA systematic name M9904) to score islet IGRP_206-214_–reactive CD8 T cells using Seurat’s Module Score function. Doing so showed that IGRP_206-214_–reactive cells using TRBJ2-2 express significantly higher levels of genes involved in TCR signaling than those cells using TRBJ2-4 or TRBJ2-7 (Fig S4C), suggesting that the TCR structure encoded by TRBJ2-2 may promote TCR signaling upon binding to H-2K^d^:IGRP_206-214_. Given that TCR motifs correlate with cell fate (Khatun et al, 2021) and that TCR signaling has an impact on T-cell expansion (Ozga et al, 2016), we wondered if use of these TCR β chain J genes might correlate with clonal expansion. 

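Clone size was counted within a library over 168 tetramer-positive entries of at least 2 cells from 109 clones. A clone found in several libraries enters more than once, so the entries were not independent and the p values below may overstate the evidence. The 43 entries with TRBJ2-4, from 21 clones, had a mean of 53.3 cells (SD 68.2, median 20) and the others 19.7 cells. The difference of 33.6 cells had a Benjamini-Hochberg adjusted p of 9.30e-04 over 3 genes in a two-sided permutation test on clones, and of 0.0013 in the likelihood ratio test of a logistic regression. It ranged from 16.5 to 53.5 cells when a round was left out, and without Round 1 it did not pass (Benjamini-Hochberg adjusted permutation p = 0.250). With clones counted over all libraries it was 77.1 cells (adjusted permutation p = 0.0015). The 10 entries with TRBJ2-2 had a mean of 69.5 cells (SD 106.1, median 27) and the others 25.7 cells, a difference of 43.8 cells (Benjamini-Hochberg adjusted p = 0.0253 by permutation and 0.0432 by the likelihood ratio test). For TRBJ2-2 this p overstates the evidence, since its 2 largest entries, with 74.2% of its cells, were the same clone in the islets (193 cells) and spleen (323 cells) of Round 2 and were not independent. Without one of the rounds, the difference ranged from 8.62 to 60.1 cells. On the log2 scale it was 0.89, with a Benjamini-Hochberg adjusted permutation p of 0.244, and without the 2 clones farthest from the median it was 17.2 cells (adjusted p = 0.187 by permutation). With each clone counted once over all libraries, TRBJ2-2 had 7 clones and the difference was 61.2 cells (Benjamini-Hochberg adjusted permutation p = 0.0866).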

Using logistic regression analysis, we found that IGRP_206-214_–reactive clones that used TRBJ2-2 or TRBJ2-4 were significantly more likely to have a larger clone size than those that did not (Fig S4D and E). Conversely, a negative correlation approaching statistical significance was found between TRBJ2-7 gene usage and clone size (Fig S4F). 

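The 73 entries with TRBJ2-7, from 46 clones, had a mean of 19.8 cells (SD 29.3, median 9) and the others 34.8 cells (SD 61.8, median 9). The difference of −15.0 cells had a Benjamini-Hochberg adjusted p of 0.0544 in the two-sided permutation test and of 0.0432 in the likelihood ratio test. The permutation call changed with the clone definition, to an adjusted p of 0.0456 with V and J genes in the definition and 0.0455 with all barcodes counted (Benjamini-Hochberg, permutation). The difference also passed without Round 2 (−28.8 cells, adjusted permutation p = 0.0264). Under the other settings it did not pass. The adjusted permutation p was 0.0646 with the highest-UMI chains, 0.591 without Round 1 and 0.593 on the log2 scale (−0.16). With each clone counted once over all libraries it was 0.210 (−20.8 cells). The difference was −9.47 cells without the 2 clones farthest from the median, which did not pass either. After a round was left out, the difference ranged from −28.8 to −5.70 cells.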

Increased TCR signaling has also been shown to impact cell fate by promoting effector function in acute LCMV infection and a RIP-OVA model of T1D (King et al, 2012), so we examined the phenotypic distributions of islet IGRP_206-214_–reactive CD8 T cells expressing each major TCR β J gene. 

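Effector cells made up 33.8% of the 278 tetramer-positive islet cells that used TRBJ2-2, which came from 5 clones. They made up 27.4% of 889 cells from 26 clones with TRBJ2-4, and 28% of 550 cells from 47 clones with TRBJ2-7. Because the cells of a clone share 1 J gene, J genes were reassigned among clones within a round in a two-sided permutation test. The difference of TRBJ2-2 was 6.37 percentage points from TRBJ2-4 and 5.81 from TRBJ2-7, each with a Benjamini-Hochberg adjusted p of 0.849 over 3 comparisons in the permutation test. TRBJ2-4 and TRBJ2-7 differed by −0.553 percentage points (Benjamini-Hochberg adjusted permutation p = 0.919). With a round left out, the first difference was 4.77 or 14.2, the second −0.219 or 23.8, and the third ranged from −4.99 to 9.62 percentage points. Counting each clone once changed the sign of the first difference, to −2.97 percentage points.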

In parallel with their increased TCR signaling module scores, islet IGRP_206-214_–reactive CD8 T cells expressing TRBJ2-2 also had a significantly increased frequency of effector cells compared with TRBJ2-4– and TRBJ2-7–expressing cells (Fig 4C). Accordingly, islet IGRP_206-214_–reactive CD8 T cells expressing TRBJ2-2 had significantly higher LCMV Cl13 Effector and Exhausted module scores, and significantly lower Cl13 Progenitor Module scores, than those expressing either TRBJ2-4 or TRBJ2-7 (Fig 4D). Moreover, phenotypic differences among islet IGRP_206-214_–reactive CD8 T cells were also mirrored in the spleen, with TRBJ2-2 usage correlating with an increased frequency of *Cx3cr1*^+^ effector cells compared with TRBJ2-4 or TRBJ2-7 gene usage (Fig S4G). These findings demonstrate that although IGRP_206-214_–reactive CD8 T cell clones exhibit highly conserved CDR3 amino acid motifs, particularly in the TCR α chain, variable use of TCR β J genes may impact clonal expansion and effector potential of these cells.

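In the spleen, Cx3cr1+ effector cells made up 37.2% of 446 cells from 36 clones with TRBJ2-2, 31.1% of 1436 cells from 61 clones with TRBJ2-4, and 29.2% of 1006 cells from 140 clones with TRBJ2-7. The difference of TRBJ2-2 was 6.16 percentage points from TRBJ2-4 and 7.99 from TRBJ2-7, each with a Benjamini-Hochberg adjusted p of 0.673 over 3 comparisons when J genes were permuted among clones within a round. TRBJ2-4 was 1.83 percentage points above TRBJ2-7. With a round left out, these differences ranged from −6.40 to 14.9, from 1.01 to 8.75 and from −6.18 to 7.41 percentage points. At a resolution of 0.4, the shares for the 3 genes were 13%, 5.08% and 7.26%. Counting each clone once changed the signs of all 3 differences, to −3.11, −3.18 and −0.076 percentage points.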

**Figure 4.**
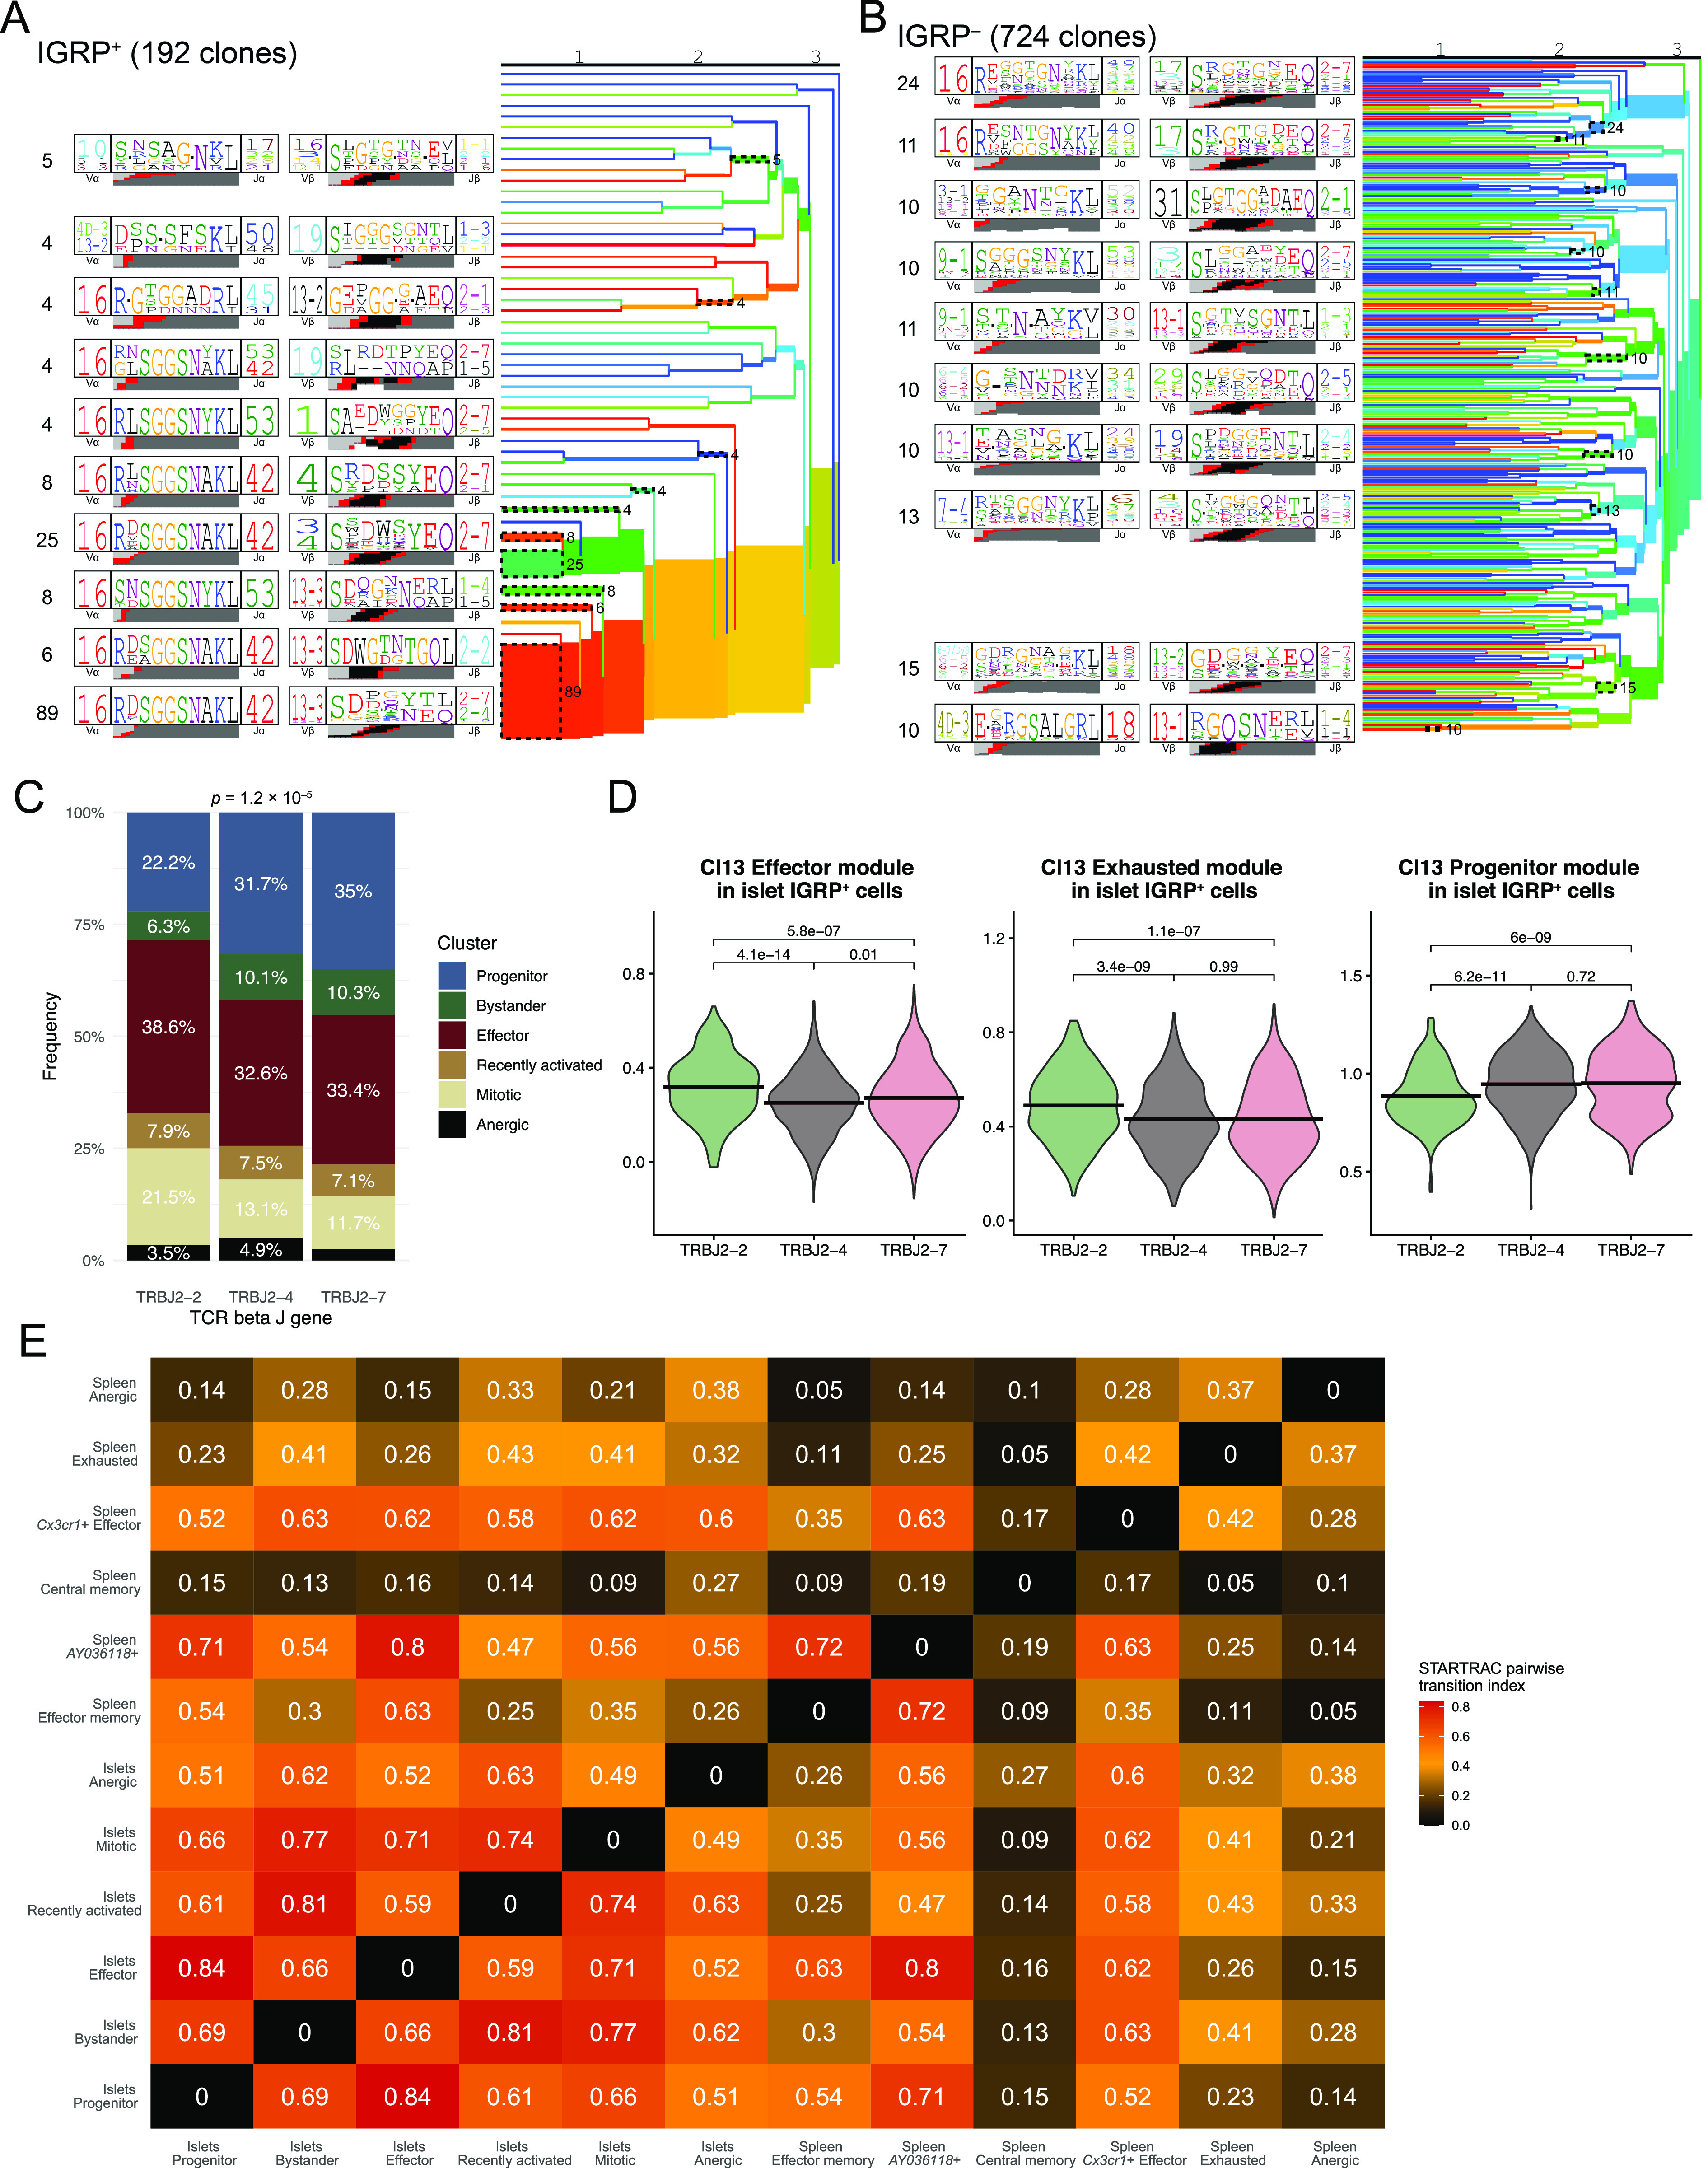
Clonal analysis of autoreactive CD8 T cells in islets and spleen. **(A)** Clonal motif clustering generated by TCRdist of paired α and β chain CDR3 sequences from IGRP_206-214_–reactive CD8 T cells with at least two cells per clone. Colors underneath each motif denote origin of each amino acid: light gray, V gene; black, D gene; red, N nucleotide; dark gray, J gene. **(A, B)** As in (A), but from IGRP_206-214_–nonreactive CD8 T cells. **(C)** Bar plot showing cluster distribution of islet IGRP_206-214_–reactive CD8 T cells using the three dominant TCR β J genes. **(D)** Violin plots showing LCMV Cl13 module scores among islet IGRP_206-214_–reactive cells grouped by TCR β J gene usage. **(E)** Heat map showing STARTRAC pairwise transition index of IGRP_206-214_–reactive CD8 T cells from islets and spleens. Higher values indicate greater predicted differentiation potential between pairs of clusters.

**Figure S4.**
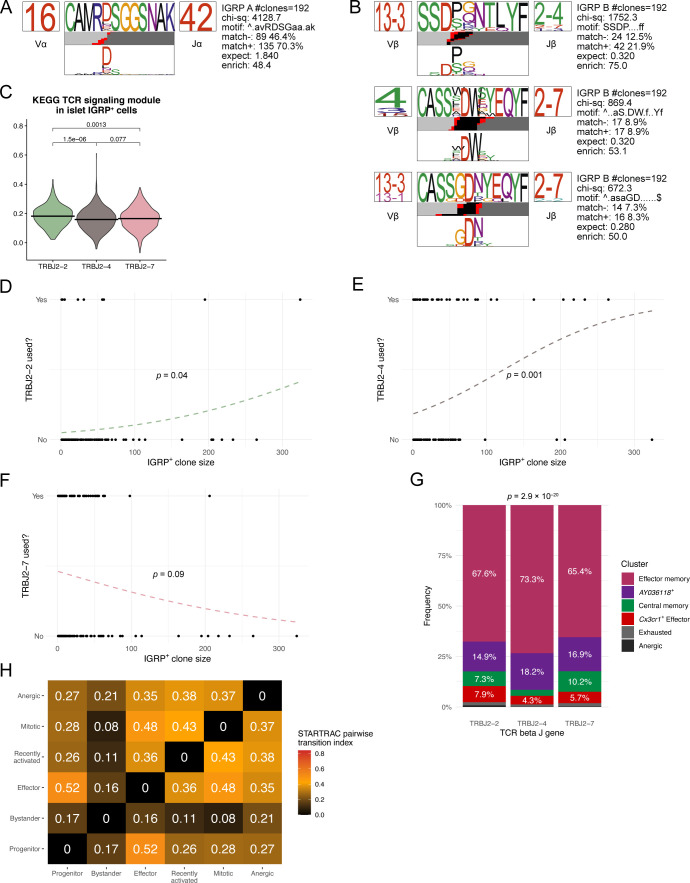
Correlations between TCR gene usage and phenotypes of autoreactive CD8 T cells. **(A)** Position weight matrix of one conserved TCR α chain motif identified in IGRP_206-214_–reactive CD8 T cell clones with at least two cells. **(A, B)** As in (A), but showing motifs from the TCR β chain. **(C)** Violin plot showing KEGG TCR signaling module scores (GSEA ID: M9904) among islet IGRP_206-214_–reactive cells grouped by TCR β J gene usage. **(D, E, F)** Logistic regression of IGRP_206-214_–reactive CD8 T-cell clone size and use of TRBJ2-2 (D), TRBJ2-4 (E), or TRBJ2-7 (F). Analyses are restricted to non-singlet clones. **(G)** Bar plot showing cluster distribution of splenic IGRP_206-214_–reactive CD8 T cells using the three dominant TCR β J genes. **(H)** Heat map showing STARTRAC pairwise transition index of IGRP_206-214_–nonreactive CD8 T cells from islets. Higher values indicate greater predicted differentiation potential between pairs of clusters.

Finally, we applied our scTCR-seq data to the clusters identified by scRNA-seq to predict phenotypic transitions among autoreactive CD8 T cells in the islets and spleen. We used the R package STARTRAC (Zhang et al, 2018) to identify clonal overlap among phenotypic clusters, quantifying overlap using the STARTRAC pairwise transition index (Fig 4C). Given that we did not sequence IGRP_206-214_–negative cells from the spleen as these would not necessarily have diabetogenic potential, we performed this analysis only on IGRP_206-214_–reactive cells from the islets and spleen. In general, we found that islet clusters exhibited high intercluster transition, likely the result of an immunostimulatory environment leading to active CD8 T-cell differentiation. 

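STARTRAC was not available, so its pairwise index was computed from the definition, as the sum over clones of the clone's share of both clusters' cells times its entropy across them. The mean index was 0.593 ± 0.197 (SD, n = 15 pairs) within islets, 0.450 ± 0.384 (SD, n = 10) within the spleen and 0.446 ± 0.268 (SD, n = 30) between them, and the ranges of the 3 groups overlapped. When cluster names were shuffled among the cells of a library, the index was higher on average, and the observed values were 0.850, 0.638 and 0.776 of the shuffled ones. Central memory cells set the low values of the spleen. Without them, a choice made after the values were seen, the mean index within the spleen was 0.738 ± 0.130 (SD, n = 6 pairs), above that within islets, and 1.05 of the shuffled one. Between the tissues it was then 0.553 ± 0.174 (SD, n = 24), or 0.963 of the shuffled one. Higher values within islets than within the spleen therefore rested on that cluster. The index rises with the share of cells in large clones, so it was read against these shuffles. The paper offers an immunostimulatory environment with active differentiation as a likely reason for the high values within islets.

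**Figure D4:**
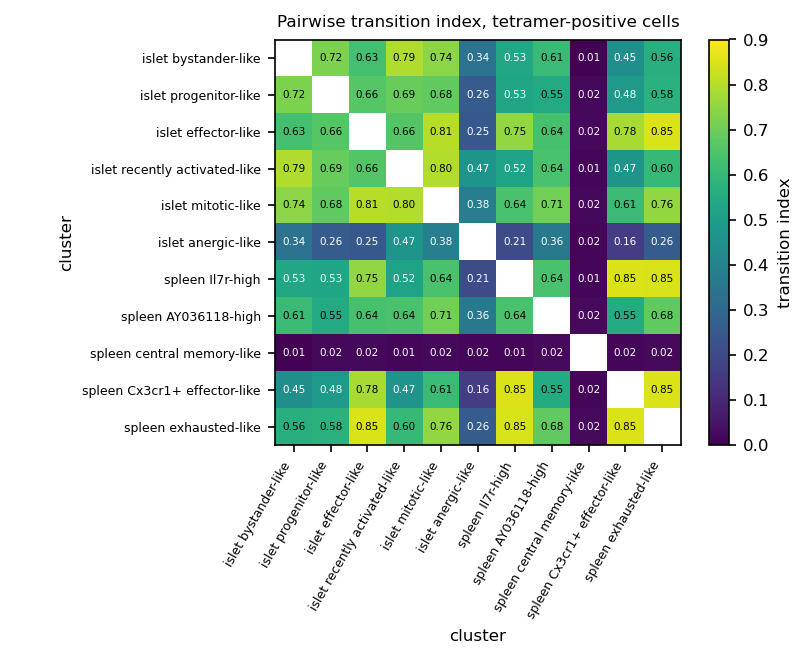
Pairwise transition index between clusters of tetramer-positive cells from islets and spleen, computed over clones of both rounds, from 0 (no shared clones) upwards. The 5 highest values include 3 pairs of spleen clusters, islet effector with spleen exhausted cells and islet effector with mitotic cells, and central memory cells are near 0 with every cluster.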

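Between the islet progenitor and islet effector clusters of tetramer-positive cells, the index was 0.664, which ranked 17 of 55 pairs and compared with 0.859 when cluster names were shuffled. The highest index was 0.854, between the Il7r-high and Cx3cr1+ effector clusters of the spleen. Within the islets it was 0.805, between effector and mitotic cells. The progenitor and effector index without one of the rounds stayed between 0.601 and 0.684. It was 0.368 at a resolution of 0.4, the alternative that moved it most, and 0.466 with equal numbers of cells drawn. At a resolution of 1.2, and with the order of libraries in the integration turned around, no progenitor cluster was named and the index could not be computed.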

The highest pairwise transition index was between the islet progenitor and islet effector clusters, in line with our previous work showing that progenitor cells give rise to effector cells under the influence of IL-27 signaling (Ciecko et al, 2021). Mitotic cells exhibited strong clonal overlap with all islet clusters except the anergic cluster, which in turn had the most clonal overlap with the bystander and recently activated clusters. This may imply that CD8 T-cell anergy in the islets tends to occur early, following priming and before clonal proliferation. 

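In tetramer-positive cells, the index of islet mitotic cells was 0.798 with recently activated, 0.744 with bystander and 0.681 with progenitor cells. With anergic cells it was 0.384. The anergic cluster had its highest index with recently activated cells, at 0.467, and an index of 0.343 with bystander cells. It rested on 38 cells with a paired TCR.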

Similar trends were found when we performed STARTRAC pairwise transition index analysis on IGRP_206-214_–negative cells from the islets (Fig S4H): the progenitor and effector clusters exhibited strong pairwise transition scores, as did the anergic and recently activated clusters; on the other hand, bystander cells had low predicted transition with all clusters except the anergic cluster.

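In tetramer-negative islet cells the mean index was 0.216 ± 0.191 (SD, n = 15 pairs). Progenitor and effector cells had an index of 0.440, above the 0.319 of shuffled cluster names, which ranked 2 of 15 behind effector and mitotic cells with 0.591. It was 0.271 at a resolution of 0.4 and 0.245 with equal numbers of cells drawn. Anergic cells had an index of 0.168 with mitotic cells and 0.115 with recently activated cells. Bystander cells had a mean index of 0.0325 with the other clusters.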

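The mean index of a spleen cluster with all other clusters of tetramer-positive cells was 0.554 for Il7r-high cells and 0.601 for exhausted cells. These values lay within the range of 0.518 to 0.615 of the islet clusters other than the anergic one. Exhausted cells had an index of 0.848 with islet effector cells. No anergic cluster was named in the spleen.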

Effector memory, central memory, exhausted, and anergic IGRP_206-214_–positive cells in the spleen had lower transition indices, indicative of more quiescent phenotypes with lower differentiation potential (Fig 4C). Central memory cells, in particular, had an extremely low transition index, in line with their predominantly non-expanded clonal composition (Fig S3C). 

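Central memory cells had a mean index of 0.0165, which was 0.0263 of the shuffled mean. Their highest index was 0.0220, with exhausted cells of the spleen.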

Of note, although effector memory cells had relatively low transition indices on average, there were noticeable higher transition indexes between these cells and spleen *AY036118*^+^, islet progenitor, and islet effector cells. In contrast, the *AY036118*^+^ and *Cx3cr1*^+^ effector clusters had high transition indices in general, suggesting that these cells are more phenotypically malleable. 

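The Il7r-high cluster had an index of 0.640 with the AY036118-high cluster, 0.529 with islet progenitor cells and 0.753 with islet effector cells. Its index with exhausted cells was 0.847, higher than all 3.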

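The mean index with all other clusters was 0.541 for the AY036118-high cluster and 0.524 for the Cx3cr1+ effector clusters. Both were close to the values of the Il7r-high and exhausted clusters, with ratios to the shuffled mean of 0.857 and 0.899.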

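Between the AY036118-high cluster of the spleen and the islet effector clusters, the index was 0.637, which ranked 22 of 55 pairs and was close to the 0.651 of shuffled cluster names. The highest index of the AY036118-high cluster was 0.708, with islet mitotic cells. With log-normalized values clustered without integration the index with effector cells was 0.0240, the alternative that moved it most. The AY036118-high cluster then held only 48 cells, 44 of them from Round 2, in place of 557. With a round left out, the index stayed between 0.624 and 0.642. The AY036118-high cells had a median of 1659 UMIs, the lowest of the spleen clusters, and 38.8% of them had a paired TCR.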

The spleen *AY036118*^+^ cluster and the islet effector cluster had a particularly high pairwise transition index, suggesting that the former may serve as an intermediate stage in memory formation from islet effector cells. Collectively, these data show that IGRP_206-214_–reactive CD8 T cell clones have constituent cells in both the islets and spleen and raise the possibility that effector cells from the islets may recirculate and generate memory cells in the spleen, as has been previously suggested (Chee et al, 2014).

## Discussion

In this study we used paired scRNA-seq and scTCR-seq to investigate the phenotypic and clonal heterogeneity of IGRP_206-214_–reactive and –nonreactive diabetogenic CD8 T cells in the islets and spleens of the NOD murine model of T1DM. Our work demonstrates that IGRP_206-214_–reactive CD8 T cells are highly restricted in terms of TCR gene usage, with the vast majority of these cells exhibiting TRAV16N–TRAJ42–TRBV13-3 TCR gene pairings at the single-cell level. These findings suggest that autoreactive T cells may inherently have restricted TCR repertoires as only specific TCR gene pairings are able to successfully slip through the net of thymic selection. This confirms and expands upon previous findings from CD8 T cell lines generated from islet-infiltrating CD8 T cells, which used anchor PCR to identify unpaired TCR α and β chain sequences (Santamaria et al, 1995). Of note, another study found that IGRP_206-214_–reactive CD8 T cells from the islets of NOD mice exhibit avidity maturation at the population level, with Vα17.6 (TRAV16*04), then Vα17.4 (TRAV16*01), and finally Vα17.5 (TRAV16*02) TCR α chain V genes being selected for in most of the IGRP_206-214_–reactive CD8 T cells (Han et al, 2005b). Our data instead found a highly selective use of the TRAV16N gene, although some of this homogeneity may be due to the fact that the 10x Genomics Cell Ranger pipeline is limited in its ability to distinguish between all TRAV16 gene variants. It is therefore possible that the TCR α V gene variants previously reported by Han et al are present in our data. 

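TRAV16N was the only gene of the TRAV16 family assigned in any paired cell of the 6 libraries. It was assigned in 1857 of 1864 tetramer-positive islet cells, 2959 of 3328 tetramer-positive spleen cells and 1044 of 8475 tetramer-negative islet cells. The deposited annotations hold no contig sequences outside the CDR3, so other TRAV16 variants could not be looked for.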

Alternatively, it may be possible that differences in the TCR repertoire of IGRP_206-214_–reactive CD8 T cells may vary in NOD mice based upon their housing and diet; it has been shown that the gut microbiome impacts both the onset of T1DM in NOD mice (Tai et al, 2016) as well as T-cell maturation during thymic selection (Ennamorati et al, 2020; Cheng et al, 2021; Zegarra-Ruiz et al, 2021). It is plausible that some peptides from commensal microbiota may directly impact the development of IGRP_206-214_–reactive CD8 T cells in the thymus by being presented on dendritic cells, as Tai et al demonstrated that the Mgt protein from Fusobacteria acts as an IGRP mimic and is capable of activating peripheral IGRP_206-214_–reactive NY8.3 TCR transgenic CD8 T cells in vivo by oral gavage.

Our data expand upon previous evidence by Han et al due to technological advancements in sequencing technology. Using scTCR-seq, our study was able to identify TCR gene restriction not only in the TCR α V gene but also in the α J, β V, and β J genes at the single-cell level; moreover, we demonstrate that this holds true across several thousand diabetogenic CD8 T cells, all of which come from endogenous T cell repertoires rather than transgenic T cells or cultured cell lines. These novel findings therefore demonstrate that TCR gene usage in IGRP_206-214_–reactive CD8 T cells is even more restricted than previously thought. Evidence of restricted TCR gene usage in IGRP_206-214_–reactive CD8 T cells may also warrant the investigation of TCR gene usage in T cells reactive to other commonly targeted β cell epitopes, such as insulin (Amdare et al, 2021), at the single-cell level; these data parallel findings of restricted TCR repertoires among autoreactive T cells found in other autoimmune disorders such as experimental autoimmune encephalomyelitis (Acha-Orbea et al, 1988; Urban et al, 1988; Sakai et al, 1989), polymyositis (Mantegazza et al, 1993), rheumatoid arthritis (Williams et al, 1992; Sharma et al, 2021), thyroiditis (Martin et al, 1999), and primary biliary cirrhosis (Moebius et al, 1990). It would also be valuable to apply scTCR-seq to CD8 T cells targeting other autoantigens in the islets of NOD mice to see if this trend holds for CD8 T cells targeting other antigens; although we studied IGRP_206-214_–nonreactive CD8 T cells in bulk in this study, we did not separately sort and sequence CD8 T cells targeting specific autoantigens other than IGRP_206-214_ because of technical limitations of cell recovery. Restricted TCR gene usage may therefore be a fundamental property conserved among autoimmune disorders, as only certain genes may encode TCR structures that bind a given self-antigen strongly enough to overcome positive selection but weakly enough to evade negative selection in the thymus. These findings provide a window of opportunity to therapeutically target autoreactive T cells via selective depletion, although previous work performed using epitope-specific TCR altered peptide ligands has shown there are critical nuances to these approaches (Han et al, 2005a).

In addition to restricted TCR gene usage, IGRP_206-214_–reactive CD8 T clones showed strong TCR motif overlap among many clones. The majority (70.3%) of IGRP_206-214_–reactive clones exhibited a highly conserved “RDSG” TCR α chain CDR3 motif, a result of both restricted TRAV16-N/TRAJ42 gene usage as well as N nucleotide additions within the CDR3. We also identified three consensus β chain CDR3 motifs arising from the three most dominant TCR β J genes: TRBJ2-2, TRBJ2-4, and TRBJ2-7. Expression of TRBJ2-2 significantly correlated with increased clone size, increased TCR signaling module scores, increased LCMV Cl13 Effector and Exhausted module scores among islet CD8 T cells, and increased frequencies of effector cells in the islets and spleen. Collectively, these analyses reveal striking TCR α chain CDR3 motif similarity among IGRP_206-214_–reactive CD8 T cells clones in the islets and spleen while also suggesting that the TCR β chain CDR3 may be slightly less restricted because of TCR β J gene heterogeneity; expression of TCR β J genes may also impact clonal expansion and effector function of IGRP_206-214_–reactive clones during the autoimmune response in NOD mice. Of note, our observations mirror TCR-seq data from human T1D patients, whose IGRP_265-273_–specific CD8 T cells also exhibited highly restricted TCR α gene usage but less restricted TCR β gene usage (Fuchs et al, 2017).

Despite the remarkable TCR similarly present among IGRP_206-214_–reactive clones, we found that IGRP_206-214_–reactive CD8 T-cell clones are extremely heterogeneous and rarely overlap (∼5% overlap for two groups of 10 mice) between biological organisms. This is similar to our previous findings that there is minimal clonal overlap in the virus-specific CD4 T-cell pool among several genetically identical organisms (Khatun et al, 2021). As these clones are highly restricted in terms of germline TCR gene usage, the clonal diversity in the IGRP-specific CD8 T-cell repertoire arises both from combinatorial diversity of V and J gene pairings, junctional diversity of N nucleotides added between TCR genes during V(D)J recombination, and paired diversity of α chain and β chain sequences for each cell. These details may have hitherto been obscured but are now coming to light given the resolution afforded by scTCR-seq. Application of this technique to other autoimmune disorders may unveil similar trends in both clonal restriction and heterogeneity to those we have identified among diabetogenic T cells.

Using scRNA-seq, we found several distinct phenotypes of diabetogenic CD8 T cells in the islets. Four of these clusters (bystander, progenitor, mitotic, and effector) were recently identified by our laboratory (Ciecko et al, 2021), whereas the recently activated cluster and anergic cluster were identified by our current work. We also identified six clusters of IGRP_206-214_–reactive CD8 T cells in the spleen. Effector memory and *AY036118*^+^ cells had a similar memory-like phenotype, suggesting that autoreactive memory CD8 T cells can be found in lymphoid tissues. Regulon analysis suggested that these memory T cell subsets may depend on the TF Zeb2. Generation of diabetogenic memory T cells is a critical barrier to the use of islet transplants (Ehlers & Rigby, 2015), so identification and inhibition of pathways that promote memory formation may ultimately be of clinical benefit. Splenic *Cx3cr1*^+^ effector cells were similar to islet effector CD8 T cells as both populations expressed the cytotoxic molecule *Gzmb*; however, the former expressed lower levels of coinhibitory receptors such as *Pdcd1*, *Lag3*, and *Tigit* and higher levels of the effector marker *Klrg1* (Joshi et al, 2007; Zander et al, 2019). This gene expression profile suggests that *Cx3cr1*^+^ effector cells in the spleen have a more cytotoxic phenotype whereas effector cells in the islets exhibit characteristics of exhausted T cells. Although we did not find a discrete exhausted subset of CD8 T cells in the islets, we did identify a small number of exhausted cells in the spleen. These cells were characterized by expression of *Cxcr6*, *Pdcd1*, *Tigit*, and *Eomes* and were reminiscent of both CXCR6^+^ PD-1^hi^ exhausted CD8 T cells from LCMV Cl13 infection (Zander et al, 2019) as well as TIGIT^+^ Eomes^hi^ CD8 T cells found in the peripheral blood of T1D patients (Wiedeman et al, 2020). Finally, we identified central memory and anergic cells in the spleen, both of which had limited clonal expansion and predicted differentiation potential. Although the splenocytes we sequenced were sorted on CD44^+^ cells, it may be possible that the splenic central memory cluster may also contain some naïve CD8 T cells given that naïve and memory CD8 T cells share similar phenotypic and epigenetic profiles (Schauder et al, 2021). Collectively, our data therefore identify previously underappreciated phenotypic heterogeneity among diabetogenic CD8 T cells and show that several different CD8 T-cell populations exist in the islets and spleens of NOD mice during the onset of T1D.

Although our analyses identified variable clonal overlap between islet effector clusters and splenic effector and memory-like populations, there are still unresolved questions regarding the differentiation process of these cells. The relationship between islet effector cells and splenic *Cx3cr1*^+^ effector cells is of particular interest. Although it is possible that the former population could up-regulate the chemokine receptor CX_3_CR1 to exit the islets and enter the circulation to eventually travel to the spleen and become *Cx3cr1*^+^ effector cells, islet effector cells express the inhibitory coreceptors *Pdcd1* and *Tigit*, typically expressed by exhausted cells, whereas these genes are not highly expressed in *Cx3cr1*^+^ effector cells. Moreover, islet effector cells express *Tox*, a master regulator of T-cell exhaustion (Alfei et al, 2019; Khan et al, 2019; Scott et al, 2019; Seo et al, 2019; Yao et al, 2019), whereas this key marker is not expressed by splenic *Cx3cr1*^+^ effector cells. Alternatively, splenic *Cx3cr1*^+^ effector cells may travel from pancreatic lymph nodes, where they are activated but have not yet migrated to pancreatic islets. Single-cell assay for transposase-accessible chromatin (scATAC-seq) may therefore be useful to map the epigenetic landscape of these two populations and splenic exhausted cells to determine whether transdifferentiation is possible. scATAC-seq was recently used to study autoreactive CD8 T cells found in the peripheral blood of T1D patients (Abdelsamed et al, 2020) and would provide a valuable comparison with future data from murine diabetogenic CD8 T cells. High resolution sequencing techniques such as combined scRNA-seq and scTCR-seq, as used in this work, may therefore shed new light on the phenotypic and clonotypic nuances of T cells in T1D and other autoimmune disorders.

## Materials and Methods

### Mice

NOD/ShiLtJ (NOD) mice were procured from The Jackson Laboratory and maintained at the Medical College of Wisconsin (MCW). All mice were bred and maintained under the guidelines of the MCW Institutional Animal Care and Use Committee (IACUC).

### Isolation of cells from pancreatic islets and spleen

Pancreatic islets were isolated as previously described (Foda et al, 2020). Briefly, pancreatic islets were isolated by perfusing the pancreas via the common bile duct with collagenase P solution (0.5 units/ml). The inflated pancreata were incubated for 16 min at 37°C, agitated, and washed with Hank’s balanced salt solution (Sigma-Aldrich) plus 2% fetal bovine serum. Islets were hand-picked from the pancreas digestion slurry and dissociated in non-enzymatic cell dissociation buffer. Islet cell suspensions were resuspended in RPMI and incubated at 37°C for 1 h. Final islet single cell suspensions were washed and resuspended in RPMI. Spleens were harvested and mechanically processed with a 70 μm filter to obtain a single-cell suspension. Red blood cell lysis was performed using ACK lysing buffer (Lonza). Splenocytes were enriched for CD8 T cells using magnetic bead-based negative selection (CD8 mouse T-cell isolation kit; Miltenyi Biotec). Final spleen single-cell suspensions were washed and resuspended in RPMI. Islets and spleens were each pooled from 10 mice for both scRNA-seq experiments.

### Cell sorting

Spleen and islet single cell suspensions were incubated with 5 μg/ml of FC block (anti-mouse CD16/CD32 clone 2.4G2; Bio X Cell). Cells were simultaneously incubated for 15 min at room temperature with MHC class I (K^d^) tetramers loaded with mimotope peptide NRP-V7 (Trudeau et al, 2003). Cells were then stained with antibodies against CD45.1 (A20), CD8 (53-6.7), CD44 (IM7), and lineage markers (Lin) CD4 (RM4-5), B220 (RA3-6B2), and CD11b (M1/70) for 30 min at 4°C and were then washed and passed through a 30 μm filter. Single CD45.1^+^ Lin^−^CD8^+^ NRP-V7 Tet^+^ cells were sorted from spleen and islet samples and single CD45.1^+^ Lin^−^CD8^+^ NRP-V7 Tet^−^ cells were sorted from islet samples using a FACSAria II cell sorter (BD Biosciences).

### Single-cell RNA sequencing

Cells were loaded into the 10x Chromium Controller (10x Genomics) for barcoding. scRNA-seq and scTCR-seq libraries were prepared using the Chromium Single Cell 5′ v3 Reagent Kit according to the manufacturer’s protocol. Libraries were quantified using a KAPA library quantification kit (Roche Sequencing) and loaded onto an Illumina NextSeq 500 sequencer. A NextSeq 500/550 High Output Kit v2.5 (150 cycles) (20024907; Illumina) with 26 cycles for read 1, 91 cycles for read 2, and 8 cycles for the index read was used for scRNA-seq libraries from the first experiment (Round 1). A NextSeq 500/550 High Output Kit v2.5 (300 cycles) (20024908; Illumina) with 151 cycles for read 1, 151 cycles for read 2, and 8 cycles for the index read was used for scTCR-seq libraries from Round 1. A NextSeq 500/550 High Output Kit v2 (300 cycles) (20024908; Illumina) with 149 cycles for read 1, 149 cycles for read 2, and 10 cycles for index reads was used for pooled scRNA-seq and scTCR-seq libraries from the second experiment (Round 2). Raw sequencing data were downloaded from Illumina BaseSpace and demultiplexed using the “mkfastq” and “count” functions in Cell Ranger (v 6.0) (10x Genomics). scRNA-seq FASTQ files were aligned to the mm10 reference transcriptome (10x Genomics) using the “count” function, whereas scTCR-seq FASTQ files were aligned to the GRCm38 V(D)J reference transcriptome (10x Genomics). 7,302, 1,373, and 3,708 cells were recovered from islet IGRP^−^, islet IGRP^+^, and spleen IGRP^+^ Round 1 scRNA-seq samples, respectively. 5,550, 1,011, and 2,959 cells were recovered from islet IGRP^−^, islet IGRP^+^, and spleen IGRP^+^ Round 1 scTCR-seq samples, respectively. 9,877, 1,889, and 2,669 cells were recovered from islet IGRP^−^, islet IGRP^+^, and spleen IGRP^+^ Round 2 scRNA-seq samples, respectively. 8,495, 1,585, and 2,361 cells were recovered from islet IGRP^−^, islet IGRP^+^, and spleen IGRP^+^ Round 2 scTCR-seq samples, respectively.

### Single-cell RNA sequencing analysis

Data analysis was performed in R (v 4.0.2) using the package Seurat (v 4.0.3) (Stuart et al, 2019), with the package tidyverse (v 1.2.1) (Wickham et al, 2019) used to organize data and the package ggplot2 (v 3.2.1) used to generate figures. scRNA-seq data were filtered to keep cells with a low percentage of mitochondrial genes in the transcriptome (<5%) and between 200 and 2000 (spleen) or 200 and 3,500 (islets) unique genes to exclude apoptotic cells, low quality cells, and doublets. Cell cycle scores were regressed when scaling gene expression values and T cell receptor genes were regressed during scTransform integration (Hafemeister & Satija, 2019) and clustering, which was performed using 50 principal components with the Louvain algorithm and visualized with UMAP plots. Islet and spleen samples were integrated and clustered separately to avoid overfitting phenotypes. From the islet data, one cluster of 237 pancreatic exocrine cells was excluded before analysis. A clone was defined as a group of cells sharing the same TCR α and β chain CDR3 nucleotide sequences. STARTRAC (v 0.1.0) (Zhang et al, 2018) was used to calculate clonal metrics of differentiation potential. TCRdist (Dash et al, 2017) was used to perform CDR3 motif analysis. Chord diagrams were generated with circlize (v 0.4.8) (Gu et al, 2014), Venn diagrams with VennDiagram (v 1.6.20) (Chen & Boutros, 2011), and UpSet diagrams with ggupset (v 0.3.0). Module scores were calculated with stated gene lists using Seurat’s AddModuleScore function with default parameters. Regulon analysis was performed using DoRothEA (v 1.0.1) (Garcia-Alonso et al, 2019; Holland et al, 2020a; 2020b) with default settings; only TFs with confidence ratings of A, B, or C (validated ChIP-seq binding and present in DoRothEA curated resources) were used for analysis.

### Statistical analysis

Statistical tests were performed in R (v 4.0.2). Violin plots were compared pairwise using the Wilcoxon test with Holm–Sidak correction using the ggpubr package (v 0.4.0). Bar graphs and logistic regression plots were analyzed using the chi-squared test.

### Data and code availability

Single-cell RNA sequencing and single-cell TCR sequencing data from this article are accessible in the GEO database (accession number GSE200608). All other raw data and scripts are available from the corresponding author upon request.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

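The paper sorted CD8 T cells with and without binding of the IGRP tetramer from the islets, and with binding from the spleen, of pools of 10 female NOD mice aged 10 to 15 wk. Each of these 3 groups was sequenced in 2 rounds, so 6 scRNA-seq and 6 scTCR-seq libraries were studied. The scRNA-seq files hold raw UMI counts per gene and cell, which the authors made with Cell Ranger from 10x 5′ libraries aligned to the mm10 transcriptome and deposited without normalization and before any filter on genes or mitochondrial share. The paper gives Cell Ranger version 6.0, and the header of the count files names version 5.0.1. The scTCR-seq files hold one line per assembled contig with its V and J genes, CDR3 sequence, productivity call, and read and UMI counts, as Cell Ranger wrote them. The deposited values were checked to be whole numbers, with 500 UMIs in the smallest cell. Gene positions came from a GENCODE mouse annotation, which held 99.6% of the genes in the files.

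The files listed 26818 cells. As in the paper, cells with at least 5% mitochondrial UMIs (1433 cells) and cells outside 200 to 3500 genes in islets or 200 to 2000 genes in spleen (1199 cells over the upper limit) were left out, and 24117 cells (89.9%) were kept. In Rounds 1 and 2, this gave 6429 and 8932 tetramer-negative islet cells, 1204 and 1598 tetramer-positive islet cells, and 3524 and 2430 tetramer-positive spleen cells. The kept counts summed to 29153324 and 40469961, to 5880696 and 7980997, and to 9607921 and 6907642 UMIs. The median cell held 3793 and 3869 UMIs, 3800 and 4216.5 UMIs, and 2590 and 2764.5 UMIs in the same order. The tetramer-positive islet libraries had the fewest cells, and at their depth 3 counts in both libraries together were taken as the floor below which no fold was given against a library without counts. Ambient RNA was not removed, and doublets were not called with a dedicated tool; leaving out cells with more than 1 productive β chain was an alternative.

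Cells of each tissue were clustered in R 4.3.3 with Seurat 5.3.0 (SeuratObject 5.2.0, sctransform 0.4.2, Matrix 1.6.5), with sctransform, integration across libraries and Louvain clustering, and with random seeds set to 1. The tetramer-negative libraries came first in the integration of the islets, and the other order was an alternative added after the data were seen. Each of the paper's names had a marker list, and most islet lists also held genes that the paper does not name. A cluster was given a name where at least 3 genes of its list, and the list's mean, were at least 25% above the other cells of the tissue. For this comparison 10 CPM were added. Islet clusters with the markers of other cell types were left out. Expression by cluster was given as CPM from summed counts, averaged over libraries, and as the share of cells with a UMI after each cell was thinned to 1000 UMIs. Because clusters are defined from expression, no test of a gene between clusters was made.

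Differences between groups were tested on counts summed per library with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood F-tests, no term for the round, adjusted by Benjamini-Hochberg over the genes tested), for whole libraries and for islet clusters with at least 20 cells in each library. The alternatives were the round as a block, DESeq2's size factors in edgeR, DESeq2 1.42.0, no filter on low counts, no upper limit on genes per cell, and cells with more than 1 productive β chain left out. limma 3.58.1 was loaded by edgeR. Round numbers in the sample names pair the libraries of a round, since each round was one pool of mice. Across genes, the deviations of the tetramer-positive islet libraries between rounds correlated with those of the tetramer-negative islet libraries (Pearson r of 0.836, 5496 genes) and of the spleen libraries (0.845, 5621 genes). The round was nevertheless used as a block only as an alternative, because 2 libraries per group leave few degrees of freedom. The main tests therefore leave out this pairing, and a gene that did not pass in them is not shown to be unchanged. The genes named in the text were, in each direction, the 5 with the largest change among those with an adjusted p under 0.05, the same direction in both rounds and a mean of at least 20 CPM in the higher group, and the genes that the paper names, except that 1 item is not reported here.

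The models were tested on simulated data with the counts and the library sizes of these samples and a log2 change of 2 in a known set of genes. For the islet libraries and with the difference between rounds kept, the model without a block recovered 47.7% of the changed genes with 0 false calls. The model with a block then recovered 96.0% with 9 false calls, which were 4.50% of its calls. Leaving out the block thus cost recovered genes in this setting. Without a difference between rounds, the model without a block recovered 76.5% of the changed genes with 24 false calls (13.8% of its calls). There the model with a block recovered 82.7% with 51 false calls (23.9%).

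TCR analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and figures used matplotlib 3.10.9. Clones were compared with Fisher's exact tests or with permutation tests of 100000 resamples, and libraries with exact permutation tests, whose smallest p for 2 libraries against 2 is 0.333. Shares carry exact 95% Clopper-Pearson intervals. The transition index was computed from the definition of the pairwise STARTRAC index, beside its mean over 1000 shuffles of cluster names and over 100 draws of equal numbers of cells. Motifs were matched as text in the CDR3 sequence. Each processing choice was set against at least 1 alternative, among them other Louvain resolutions, log-normalized values without integration, other rules for chains and clones, and leaving out each round in turn.

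The gene modules from other studies, the KEGG gene set, the transcription factor activities, TCRdist and the doublet scores were not analysed here, because their reference data or software were not at hand. The flow cytometry of the sorts was not used here.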

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

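The tests of a smaller share of bystander cells, of islet digestion and of RNA from islet cells were chosen only after the results were seen.

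Of the 27 genes that differed between tetramer-positive and tetramer-negative islet cells at an adjusted p under 0.05 (edgeR, Benjamini-Hochberg), 21 were not TCR genes. All 21 were lower in tetramer-positive cells, and the paper does not name 19 of them, which is why they are reported here. Their median log2 change was −3.64 with the genes of 3 or fewer counts placed at their bound. Igfbp4 had 2 counts in tetramer-positive and 5826 counts in tetramer-negative cells, a level of 0.171% (counting interval 0.0207 to 0.618), and Ifngr2 had 3 and 3210 counts, a level of 0.466% (0.0960 to 1.36). The smaller share of bystander cells among tetramer-positive cells was tested as the sole cause. It would leave no difference within a cluster, but within effector cells all 21 genes were lower as well, with a median of −2.30 and values from −5.46 to −0.19. Within progenitor cells, 19 were lower, with a median of −1.23. This argues against cell shares as the whole cause, although a part of the change in whole libraries may come from them, since the median within effector cells (−2.296) was smaller than in whole libraries. Both groups were sequenced in both rounds, so a difference between rounds does not separate them. The tetramer-negative libraries were deeper, but the ratios are relative to all UMIs and most of these genes had more than 3 counts in the smaller libraries. The number of genes that differed was 21 without an upper limit on genes per cell, and 392, 483 and 3644 with DESeq2, without a filter on low counts and with the round as a block. Under these last 3 models the direction was not single, since 109, 88 and 1768 genes were higher in tetramer-positive cells and 283, 395 and 1876 lower. Binding of the tetramer, and with it the specificity and the history of the cells, differs by design and stays open as an untested biological explanation, as does any effect of staining and sorting.

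Between tetramer-positive islet and spleen cells, 2131 genes differed (1156 higher and 975 lower in islets; edgeR, Benjamini-Hochberg), and the paper does not name 2093 of them, TCR genes left out. These genes are reported because the paper discusses only a few genes between both tissues. Tissues were processed differently, since islets were isolated before the sort, and digestion of the islets or RNA from islet cells would raise genes in every islet library. Tetramer-negative bystander cells, which passed through the same steps, were set against spleen cells, and of the 1156 genes raised in islets, 716 (61.94%) reached less than 0.5 of their change in them. This decides nothing, because bystander cells are another cell type than the spleen cells, and a lower baseline can hide a rise from digestion. Tetramer-negative islet cells were therefore weighted to the mix of clusters of tetramer-positive islet cells. Against spleen cells their median log2 change over the 1156 genes was 1.254 and 1.14 in Rounds 1 and 2, close to the 1.31 and 1.32 of tetramer-positive cells, and only 29 genes (2.51%) reached less than 0.5 of their change in both rounds. The rise was thus shared by islet cells of either group in the same clusters. Digestion or islet RNA and the islet environment with its cell states cannot be told apart for these genes, because every islet library shared both, and the 29 genes were not set against the spread of single genes. The median islet cell also held more UMIs than the median spleen cell, which scaling by library corrects only for genes as a whole. The tissue itself stays open as an untested biological explanation and may account for some of these genes.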

How the results depend on the processing

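Of the settings below, leaving the marker genes out of the clustering, placing the tetramer-positive libraries first in the integration, counting only cells of non-singlet paired clones, counting clones once per library or per tissue, and counting only non-singlet clones were chosen only after the results were seen; the tests under all other settings were set earlier. Of 1275 alternative values for 140 results, 1037 (81.3%) kept their direction and their side of the threshold or moved by less than the spread, and 42 changed direction. Except where stated, the cause of a change was not tested.

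These results held under every setting other than those chosen afterwards. The share of tetramer-positive islet clones found in both rounds exceeded that of tetramer-negative clones by 5.299 to 8.07 percentage points. The difference in mean clone size was 32.1 to 36.6 cells. The RDSG motif differed by 42.8 to 49.2 percentage points and SSDP by 11.4 to 14.6, although the paper picked both motifs from these same samples. The difference in the share of bystander cells was −40.2 to −25.4 percentage points, and effector cells were 9.24 to 26.4 and mitotic cells 1.16 to 5.84 percentage points more frequent. The exact permutation test used for these cluster shares cannot give a p below 0.333 for 2 libraries against 2. These shares therefore could not pass by that test under any setting, and it says nothing about their stability.

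With singlet clones kept, 0.792% of spleen clones were found in both rounds in place of 4.396%, and 66.7% of tetramer-positive islet clones were in the spleen of their round in place of 78.6%; the clones that this setting adds have 1 cell and cannot be found in both libraries. Counting only cells of non-singlet paired clones brought the excess of the β chain over paired clones from 2.24 to 0.593 percentage points, which no longer passed Fisher's exact test. Counting each clone once changed the difference in TRAV16N with TRAJ42 from 91.4 to 83.6 percentage points and in TRBJ2-2 from 3.23 to −1.71. It also gave a difference in V-J entropy of −4.42 in place of −7.56 bits for the α chain and of −1.91 in place of −4.74 bits for the β chain, which are not comparable in size because only 42 clones per library were drawn in place of 673 cells. The fits that each left out a round gave the first as 85.0 to 97.8, TRBJ2-2 as −7.01 to 13.5, and the α entropy as −8.09 to −7.03 bits.

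When a round was left out, S-DW differed by 5.33 to 9.12 percentage points (without Round 2, Fisher's exact two-sided p = 0.243, no longer passed), GDN by −1.27 to 8.07, and E-RGS with RGQ or RGQSN by −0.249 to 0. In clone size, the ranges were 8.62 to 60.1 cells for TRBJ2-2, 16.5 to 53.5 for TRBJ2-4 and −28.8 to −5.70 for TRBJ2-7. The difference for TRBJ2-2 no longer passed on the log2 scale (0.89) or over all IGRP+ libraries (61.2 cells). Nor did it pass without the 2 clones farthest from the median size (17.2 cells), and without Round 2 its adjusted permutation p was 0.787. The difference for TRBJ2-7 passed with all barcodes (−15.8 cells) and with V and J genes in the clone definition (−15.7 cells). It also passed without Round 2 (−28.8 cells, adjusted permutation p = 0.0264). The difference for TRBJ2-4 did not pass without Round 1 (adjusted permutation p = 0.250).

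The counts of genes depended on the model. With the round as a block, 3644 genes in place of 27 differed between the islet groups, 5856 in place of 2131 between islets and spleen, and 41 in place of 10 pairs of gene and islet cluster passed. Because the libraries of a round deviate together, a block removes this variance. In the data simulated for the islet libraries it raised both the recovered share and the number of false calls. With the round difference kept, 4.50% of the calls with a block were false, and without that difference 23.9% were. Without a filter on low counts, the numbers were 483, 3292 and 27, and in recently activated cells Nr4a2 became −0.0353 and Slamf6 −0.0114. With DESeq2, 392 genes and 19 pairs passed. In recently activated cells, Nr4a2 became −0.0316 with cells of more than 1 productive β chain left out.

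At a resolution of 0.4, signs changed for Nr4a2 (0.0397) and Slamf6 (0.14) in mitotic cells, for Nr4a2 (−0.0470) and Ccr7 (0.17) in progenitor cells, and for the share of progenitor cells (−2.32). With log-normalized values without integration, only 1 pair of gene and cluster passed, over 3 testable clusters, Nr4a2 in mitotic cells became 0.0215, and the shares of recently activated and anergic cells changed to −0.670 and −2.46. With the marker genes left out of the clustering, Nr4a2 became −0.0274 in effector and 0.0541 in mitotic cells. With the tetramer-positive libraries first in the integration, Slamf6 became 0.0244 in mitotic cells. Without one of the rounds, Nr4a2 was −0.0047 to 0.31 in effector, −0.35 to 0.15 in mitotic, −0.17 to 0.30 in progenitor and −0.24 to 0.28 in recently activated cells. Slamf6 was −1.71 to 0.061 in anergic, −0.17 to 0.23 in recently activated and −0.24 to 0.085 in mitotic cells, and Lag3 was −0.050 to 0.22 in progenitor cells.

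The singlet share of tetramer-negative effector clones was 31.7 percentage points below that of bystander clones. This gap was 35.7 at a resolution of 0.4, 30.3 at 1.2, 42.4 with log-normalized values, 30.4 with the highest-UMI chains, 34.1 with the marker genes left out, 33.7 with the tetramer-positive libraries first, and 54.8 with clone size taken over all libraries. The gap between tetramer-positive and tetramer-negative bystander clones, −65.1, was −54.2 and −54.9 at resolutions of 0.4 and 1.2, −42.6 with log-normalized values and −82.5 with clone size over all libraries. That between central memory and Cx3cr1+ effector clones, 71.5, was 51.9 at a resolution of 0.4, 81.2 with clone size over all libraries, and 66.0 to 72.2 with a round left out.

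The differences in effector share by TRBJ gene changed sign under several settings. In islets, TRBJ2-2 minus TRBJ2-4 was −4.27 with the marker genes left out and −2.97 with each clone counted once, and TRBJ2-4 minus TRBJ2-7 was 1.53 with log-normalized values, 4.96 with the marker genes left out, 0.9999 with the tetramer-positive libraries first, 6.85 with each clone counted once and 4.15 without the largest clone of each J gene. Without one of the rounds, the 3 differences were 4.77 to 14.2, −0.219 to 23.8 and −4.99 to 9.62. In spleen, each clone counted once gave −3.11, −3.19 and −0.0756, the first was −4.25 without the largest clones, and the last was −2.17 and −1.86 at resolutions of 0.4 and 1.2; with a round left out they were −6.40 to 14.9, 1.01 to 8.75 and −6.18 to 7.41.

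The transition index of islet progenitor and effector cells was 0.368 at a resolution of 0.4, 0.466 with equal numbers of cells and 0.601 to 0.684 with a round left out. That of AY036118-high and islet effector cells was 0.559, 0.5201 and 0.624 to 0.642 in the same order. It was 0.024 with log-normalized values, under which the AY036118-high cluster held only 48 cells. In tetramer-negative cells the progenitor and effector index was 0.271 and 0.245 under the first pair of settings, 0.412 with log-normalized values and 0.427 with the highest-UMI chains.

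Among single genes and other results, 832 alternative values were the same, 86 newly passed, 4 no longer passed, 23 changed direction and 42 moved. Fits of clusters without an upper limit on genes were not run, because cells above it were not clustered, and at a resolution of 1.2 no progenitor or anergic islet cluster was named, so those clusters have no value there. The same holds for progenitor cells with the tetramer-positive libraries first in the integration, which named 11 of 19 clusters, so results for islet progenitor cells rest on the order in which libraries were joined. The cause may be that anchors are found pair by pair, which was not tested; effector cells, 10.9 percentage points more frequent in tetramer-positive cells under that order, did not depend on it. Depth limits the tetramer-positive islet clusters most, since the anergic cluster had 38 cells with a paired TCR.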

Differences from the paper's values

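None of the added settings below was among those set before the data were examined; they are named where they apply, and the tests of gene pairs without CDR3 residues were also chosen only after the results were seen. Of 89 values of the paper that were recomputed, 22 lay outside the limit used for a difference, 12 of them among the 41 stated in its text. Values not among the 22 can still be apart from the paper's. In spleen cells, the means of 88.9% for TRAV16N and 75.9% for TRBV13-3 lay below the paper's values. With only clones of at least 2 cells counted, chosen after seeing the values, they were 98.3% and 84.1%.

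Of tetramer-negative islet clones, 0.157% were found in both rounds against the paper's 0.3%; of the 4 alternatives set before the data were examined, taking the highest-UMI chains of every barcode with both came within the paper's value (0.278%) and the other 3 did not. For the α chain alone, the share found in both rounds was 13.3% against the paper's 3.1%; among the alternatives set before the data were examined, only keeping singlet clones closed the gap (2.10%), and counting only the cells of non-singlet paired clones, chosen after seeing the values, gave 3.16%. For the β chain alone, the share was 3.04% against the paper's 1.4%; none of the alternatives set before the data were examined closed the gap, and counting only the cells of non-singlet paired clones, chosen after seeing the values, gave 1.39%. The mean size of non-singlet tetramer-positive clones was 42.2 cells against the paper's 24. None of the alternatives set before the data were examined closed the gap. Counting a clone once per library, chosen after seeing the values, gave 24.4 cells, with entries of 1 cell in a library included.

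The motif counts used 113 tetramer-positive clones against the paper's 192. None of the alternatives set before the data were examined closed the gap. Counting clones once per tissue (159) or once per library (168), both chosen after seeing the values, came inside the limit for a difference. Both counts stayed below the paper's. RDSG was found in 51 clones against the paper's 135; none of the alternatives set before the data were examined closed the gap, and counting once per library, chosen after seeing the values, gave 95, inside the limit for a difference but still below the paper's count. As a share this was 45.1% against the paper's 70.3%; among the alternatives set before the data were examined, only leaving out Round 1 (50.0%) came inside the limit for a difference, as did counting once per tissue (54.1%) or per library (56.5%), both chosen after seeing the values, and all 3 stayed well below the paper's value. SSDP was found in 15 clones against the paper's 42, and no setting closed the gap. As a share this was 13.3% against the paper's 21.9%; none of the alternatives set before the data were examined closed the gap, and counting once per tissue, chosen after seeing the values, gave 15.1%, only just inside the limit for a difference. GDN was found in 6 clones against the paper's 16, and no setting closed the gap. E-RGS with RGQ was found in 1 tetramer-negative clone (0.157%) against the paper's 10 clones (the paper's 1.4%), and none of the alternatives set before the data were examined closed either gap; when the genes TRAV4, TRAJ18 and TRBV13-1 were counted without the CDR3 residues, chosen after seeing the values, 10 non-singlet clones used them.

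Other differences are from values in figures, read by eye. Progenitor cells made up 14.3% and 13.3% of tetramer-negative islet cells in Rounds 1 and 2 against the paper's about 31% in each (Fig 2C, read by eye), and none of the alternatives set before the data were examined closed these gaps. They made up 17.7% and 15.5% of tetramer-positive islet cells against the paper's about 29% and about 30% (Fig 2C, read by eye). For Round 1 none of the alternatives set before the data were examined closed the gap. For Round 2 log-normalized values without integration did (30.97%) while the other 2 did not. Under that setting the progenitor cluster held cells of Round 2 only. Effector cells made up 13.3% of tetramer-negative islet cells in Round 2 against the paper's about 20% (Fig 2C, read by eye), and of the 4 alternatives set before the data were examined a resolution of 0.4 closed the gap (18.2%). A resolution of 1.2 (13.4%), log-normalized values (14.2%) and leaving out cells with more than 1 productive β chain (13.4%) came just inside the limit for a difference but hardly moved the value.

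In the spleen, singlets were 26.1% of Cx3cr1+ effector clones against the paper's about 47% (Fig S3B, read by eye); of the 8 alternatives set before the data were examined, only a resolution of 0.4 closed the gap (45.6%). They were 37.3% of exhausted clones against the paper's about 57% (Fig S3B, read by eye), and of the same 8 alternatives a resolution of 0.4 (40.5%) and leaving out Round 2 (39.4%) came just inside the limit for a difference but hardly moved the value. Cx3cr1+ effector cells made up 37.2%, 31.1% and 29.2% of the cells with TRBJ2-2, TRBJ2-4 and TRBJ2-7 against the paper's about 7.9%, about 4.3% and about 5.7% (Fig S4G, read by eye). Of the 9 alternatives set before the data were examined, a resolution of 0.4 closed all 3 gaps (13%, 5.08% and 7.26%), and the mean of clone shares closed that of TRBJ2-2 (5.95%). It gave 9.06% for TRBJ2-4, inside the limit only because the rounds differed widely, and 9.13% for TRBJ2-7, outside it although nearer to the paper's value.

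The paper's text gives TRBJ2-2 cells a higher share of effector cells than the other J genes in islets, and a higher share of Cx3cr1+ effector cells in spleen. The differences had the stated sign, but with clones as units none passed, with adjusted permutation p of 0.849 for both islet comparisons and 0.673 for both spleen comparisons (Benjamini-Hochberg).

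The paper states that the coinhibitory genes are higher and the memory genes lower in tetramer-positive cells of the islet clusters. Of 60 pairs of gene and cluster, 57 changed that way; the exceptions were Slamf6 in bystander (0.35) and recently activated cells (0.039) and Nr4a2 in mitotic cells (−0.11). Of the 60 pairs, 10 passed in edgeR with Benjamini-Hochberg adjustment over all genes, against 11 with DESeq2's size factors, 13 with cells of more than 1 productive β chain left out, 19 with DESeq2, 27 without a filter on low counts and 41 with the round as a block.

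Of 44 statements of the paper on a gene in a cluster, 37 held. The tally is no test of the paper where the gene had a part in naming the cluster, which fixed the outcome of 13 of the 14 statements in islets and 12 of the 30 in spleen. Of the other statements, 1 of 1 held in islets and 11 of 18 in spleen. The 7 that did not hold were higher Tbx21 and Klrg1 in effector memory cells, for which the Il7r-high cluster stands here (82.8 against 102 CPM in the other clusters, and 15.9 against 70.7 CPM), higher Klrg1 in the AY036118-high cluster (26.0 against 68.2 CPM), Tox lower in that cluster than in exhausted cells (by the share of cells with a UMI after thinning, not by CPM), higher Slamf6 in central memory cells (144 against 180 CPM), and lower Pdcd1 (52.0 against 41.0 CPM) and Tox (191 against 155 CPM) in Cx3cr1+ effector cells. By CPM, Lag3 in Cx3cr1+ effector cells was also slightly above the other spleen clusters, but it is not among the 7. The paper's minimal Pdcd1 in Cx3cr1+ effector cells was read here as lower than in the other spleen clusters. Set beside the 739 CPM of islet effector cells, the 52.0 CPM is low, so under that reading there is no difference. Log-normalized values without integration met the statements on Tbx21, Slamf6 and Tox, leaving out Round 1 that on Tbx21, all UMIs of a cell those on Slamf6 and on Tox in the AY036118-high cluster, and a resolution of 1.2 the latter. Overall these settings met no more, since 13 statements did not hold with log-normalized values, 13 with all UMIs, 8 without Round 1 and 7 at a resolution of 1.2. The paper names an anergic cluster in the spleen, and no spleen cluster met that list here.

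The paper ranks the islet progenitor and effector pair first among tetramer-positive cells and places the AY036118-high and islet effector pair high. Their indices ranked 17 and 22 of 55, and the highest index was 0.854, between the Il7r-high and Cx3cr1+ effector clusters. The closest ranks under the other settings were 6 for the first pair, with log-normalized values, and 15 for the second, without Round 2. The paper links tetramer-positive anergic cells most to bystander and recently activated cells, whereas mitotic cells (0.384) came before bystander cells (0.343); with log-normalized values, bystander and recently activated cells came first. In tetramer-negative cells, the paper gives anergic cells a strong link with recently activated cells and a link with bystander cells, whereas the index was 0.115 with recently activated cells, below the 0.168 with mitotic cells, and 0.0123 with bystander cells, the lowest of the 15 pairs. The paper places effector memory and exhausted cells of the spleen below the AY036118-high and Cx3cr1+ effector cells in their mean index, whereas the means were 0.554 and 0.601 against 0.541 and 0.524. The paper groups progenitor with anergic and recently activated cells by the share of singlets among tetramer-negative clones. The share was 64.7% in progenitor cells against 89.3% and 86.7% in the others, nearer to the 67.5% of effector cells. With 200 cells drawn from each cluster, it was 82.6% in progenitor, 89.3% in anergic, 91.1% in recently activated and 80.4% in effector cells.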

Other observations

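The tests of index hopping between the tetramer-positive islet and spleen libraries, of ribosomal RNA-derived reads and of low-RNA cells in the anergic cluster were set before the results were seen. The tests of carry-over between rounds, of AY036118 at low RNA content, of the TCRs of central memory cells, of the expression of tetramer-positive bystander cells, of chance pairing, and of the clones shared by tetramer-negative islet and tetramer-positive spleen libraries were chosen only after the results were seen.

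Many clones were shared between the tetramer-positive islet and spleen libraries of a round. Index hopping would place the same clone under the same cell barcode in both libraries. Among 1766 islet and 2820 spleen cells of the shared clones, 9 barcodes occurred in both libraries. By chance 0.616 of these would carry the same clone, and 0 did. Of the clones shared between rounds, 5 were in both tetramer-positive islet libraries (231 and 128 cells) and 4 in both spleen libraries (489 and 88 cells), all with TRAV16N and TRAJ42, and again 0 barcodes carried the same clone in libraries of both rounds. Both tests argue against molecules passing between libraries as the cause. A mix-up of cells before barcoding was not tested. A candidate explanation that remains is that the same clones were in both tissues of the pooled mice and that the same receptors arose in separate mice.

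In each round, 10 clones were shared between the tetramer-negative islet and the tetramer-positive spleen library, and 0 across rounds. These 20 clones held 529 islet and 100 spleen cells, and 4 of them also had cells in the tetramer-positive islet libraries. The number of barcodes with the same clone in both libraries was 0, which argues against index hopping. If the islet cells were IGRP-reactive cells outside the tetramer gate, the clones would use TRAV16N and TRBV13-3 as tetramer-positive islet cells do, but 7 of 20 (35%) used TRAV16N and 0 used TRBV13-3. This argues against that explanation for the clones as a set, and leaves it open for the 7. Cells without an IGRP-reactive TCR in the spleen gate may be another source, since 12 clones had a single spleen cell, but the other clones had more, and these values do not decide. No biological explanation was tested.

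AY036118 marked a spleen cluster. Reads from ribosomal RNA rather than a cell state are a candidate explanation, since AY036118 lies within Gm42418. Across the spleen cells of Rounds 1 and 2, both genes correlated with Spearman coefficients of 0.2881 and 0.513. Gm42418 was also among the 5 genes at least 2-fold higher in this cluster in both rounds (log2 1.04 and 1.63), with Lars2 and mt-Nd6. On the other side, its 35321 CPM lay within the range of the other clusters (8380 to 61539 CPM). Reads from ribosomal RNA and a cell state therefore cannot be told apart for this cluster. A low RNA content alone would give other cells with as few UMIs a similar level. In islets the anergic cluster, which was not named by this gene, had 6.72 times the level of the 2335 other cells at or below its median UMIs (11199 against 1667 CPM), and these cells were not above the 1835 CPM of cells with more UMIs. However, only TCR genes were kept out of the clustering, so AY036118 may have helped to form this cluster. The comparison therefore cannot decide on low RNA content in islets. The spleen cluster had 4.53 times the level of other spleen cells with as few UMIs. It was named by its AY036118 level, so low RNA content and a cell state cannot be told apart there. No biological explanation was tested.

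The islet anergic cluster had a median of 2651 UMIs per cell, against 3343 to 9546 in the other clusters, with the highest mitochondrial share (2.98%) and the highest Malat1 share (0.844%). Both are what damaged cells may show, but ribosomal protein genes, at 23.7%, lay within the range of the other clusters (18.8% to 37.2%). Damaged or low-RNA cells and a state of low transcription cannot be told apart, because no measure of viability was used here. The share of its cells with a paired TCR was 15.3% in tetramer-positive and 25.9% in tetramer-negative libraries.

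Of the paired cells in the spleen central memory cluster, 80 of 381 (21%) used TRAV16N, with 20.2% and 22.2% in Rounds 1 and 2. Sorted cells without an IGRP-reactive TCR are a candidate explanation, since this share and the TRBV13-3 share of 16.0% were far below those of the other spleen clusters in both rounds. Whether these cells bind the tetramer with another receptor was not tested and stays open.

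The 314 tetramer-positive islet cells in bystander clusters had a Pdcd1 level of 572.5 CPM, against 44.4 CPM in tetramer-negative bystander cells. Lag3 (302 against 14.7 CPM) was higher as well, and both differences were found in both rounds. Gzmb had 4.13 CPM in these cells, against 23.3 CPM in tetramer-negative bystander, 645 CPM in tetramer-positive effector and 4.15 CPM in tetramer-positive progenitor cells. Effector cells placed in these clusters would have raised it, but progenitor cells would not. Activated cells that the clustering placed with bystander cells and a change of bystander cells that bind the tetramer cannot be told apart, because Pdcd1 and Lag3 are the genes by which the pattern was found.

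Of 4986 clones of the tetramer-negative islet libraries, counted per library, 16 combined a TRAV4 family gene with TRAJ18 and TRBV13-1. After shuffling of the β chains among clones 1000 times, the mean number of such clones was 1.75 and the largest 7, and 0 shuffles gave as many. Because these genes were picked for recurring, the shuffles were also read over all combinations of TRAV family, TRAJ and TRBV, each scored by the −log10 Poisson tail of its count. These genes scored 10.2, the highest of 1037 combinations with at least 2 clones, and the highest score of any combination in any shuffle was 5.51. This argues against chance pairing of common chains, also over all combinations that could have been picked. Selection of this pair of chains by a shared antigen may be a cause, as a hypothesis, but no antigen was tested.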
